# Modular automated microfluidic cell culture platform reduces glycolytic stress in cerebral cortex organoids

**DOI:** 10.1038/s41598-022-20096-9

**Published:** 2022-11-23

**Authors:** Spencer T. Seiler, Gary L. Mantalas, John Selberg, Sergio Cordero, Sebastian Torres-Montoya, Pierre V. Baudin, Victoria T. Ly, Finn Amend, Liam Tran, Ryan N. Hoffman, Marco Rolandi, Richard E. Green, David Haussler, Sofie R. Salama, Mircea Teodorescu

**Keywords:** Stem-cell biotechnology, Biomedical engineering, Tissue engineering, Neural stem cells

## Abstract

Organ-on-a-chip systems combine microfluidics, cell biology, and tissue engineering to culture 3D organ-specific in vitro models that recapitulate the biology and physiology of their in vivo counterparts. Here, we have developed a multiplex platform that automates the culture of individual organoids in isolated microenvironments at user-defined media flow rates. Programmable workflows allow the use of multiple reagent reservoirs that may be applied to direct differentiation, study temporal variables, and grow cultures long term. Novel techniques in polydimethylsiloxane (PDMS) chip fabrication are described here that enable features on the upper and lower planes of a single PDMS substrate. RNA sequencing (RNA-seq) analysis of automated cerebral cortex organoid cultures shows benefits in reducing glycolytic and endoplasmic reticulum stress compared to conventional in vitro cell cultures.

## Introduction

Cell culture has been a principal model for studying human disease and development for over 70 years since the isolation of HeLa cells from a human cervical cancer biopsy^1,2^. Originally used as a vehicle to research viruses, human cell culture protocols were optimized for quick and easy growth to produce large quantities of material. While tissue culture protocols have advanced, particularly in reducing many media components, much of these original recipes remain in place. There is still much room to improve for tissue culture protocols to mimic physiological nutrient concentrations, supply, and removal. Automated microfluidics allows us to move beyond traditional protocols by feeding at rates and precision not manually feasible.

Recent advances in stem cell and developmental biology have generated more accurate models resembling aspects of primary human tissue^3,4^. Human embryonic stem (hES) cells and induced pluripotent stem (iPS) cells, collectively referred to as pluripotent stem cells (PSCs), have the potential to differentiate into most cell types of the body, and protocols capitalized upon this to generate 3D culture models for human tissues including brain, gut, liver and breast^5,6^. These self-assembling, organ-specific cell cultures, called organoids, are broadly utilized as in vitro models in developmental research, pathogenesis, and medicine^7–9^. Organoids mimic key functional characteristics of their primary tissue counterpart’s physiology more accurately than 2D cell cultures^6^. Beyond use as in vitro models, organoids are also being explored for applications in regenerative medicine, and healthcare as tissue for implants^5^. As the technology opens up new frontiers, there is a rising need for better methods to grow, control, and analyze organoid cultures. There is a need to lessen the gap between in vitro cultures and primary tissue. Efforts like the advances shown here leverage precision microfluidics, robotic automation, and contact-less sensing to enable robust, reproducible cell culture optimized for tissue fidelity.

The ability of PSC-derived organoids to self-assemble and generate many tissue-specific cell types makes them particularly useful for modeling complex tissues and systems. The brain contains some of the highest complexity in the human body, and researchers can generate high-quality models of different brain regions with organoid technology. Cerebral organoids are a form of brain organoid that models the physiology of the cerebral cortex, containing many cortex-specific cell types and sub-regions^10^. These organoids are widely used for research on prenatal brain development^11–13^, brain pathologies^14^, and therapeutic testing^15^. Cerebral organoids will grow to a few millimeters in diameter during prolonged culture and can be maintained in culture indefinitely^16^.

Figure 1 illustrates the process of generating human cerebral organoids by aggregating human PSCs^17,18^. Neural induction is achieved by inhibiting the WNT (IWR1-$$\varepsilon$$) and Nodal/Activin (SB431542) pathways and yields both dorsal and ventral cortical tissue. As organoid development proceeds at a pace similar to primary fetal development, these cultures must be maintained for weeks to months to observe late-stage cell types and tissue structures. These include terminally differentiated cell types such as neurons, astrocytes, and oligodendrocytes, and the observation of locally-organized rosettes comprised of radial glia neural stem cells (Fig. 1B). Current protocols of cerebral organoids have limitations in throughput, consistency, and reliability, as well as impaired health, showing hallmarks signs of cellular stress^19,20^. The phenotype of cell stress is likely multifactorial; however, many factors may result from traditional cell culture. The pace of manual media changes (often once every 1–3 days) leads to erratic swings in nutrient availability and the build-up of toxic metabolites. By feeding outside the incubator, cells experience colder temperatures and reduced dissolved carbon dioxide leading to a more alkaline environment. Lab automation is becoming increasingly prevalent in life sciences to reduce the effect of these uncontrolled variables and increase the quantity and quality of experiments enabling easy long-term maintenance with minimal manual requirements.

**Figure 1:**
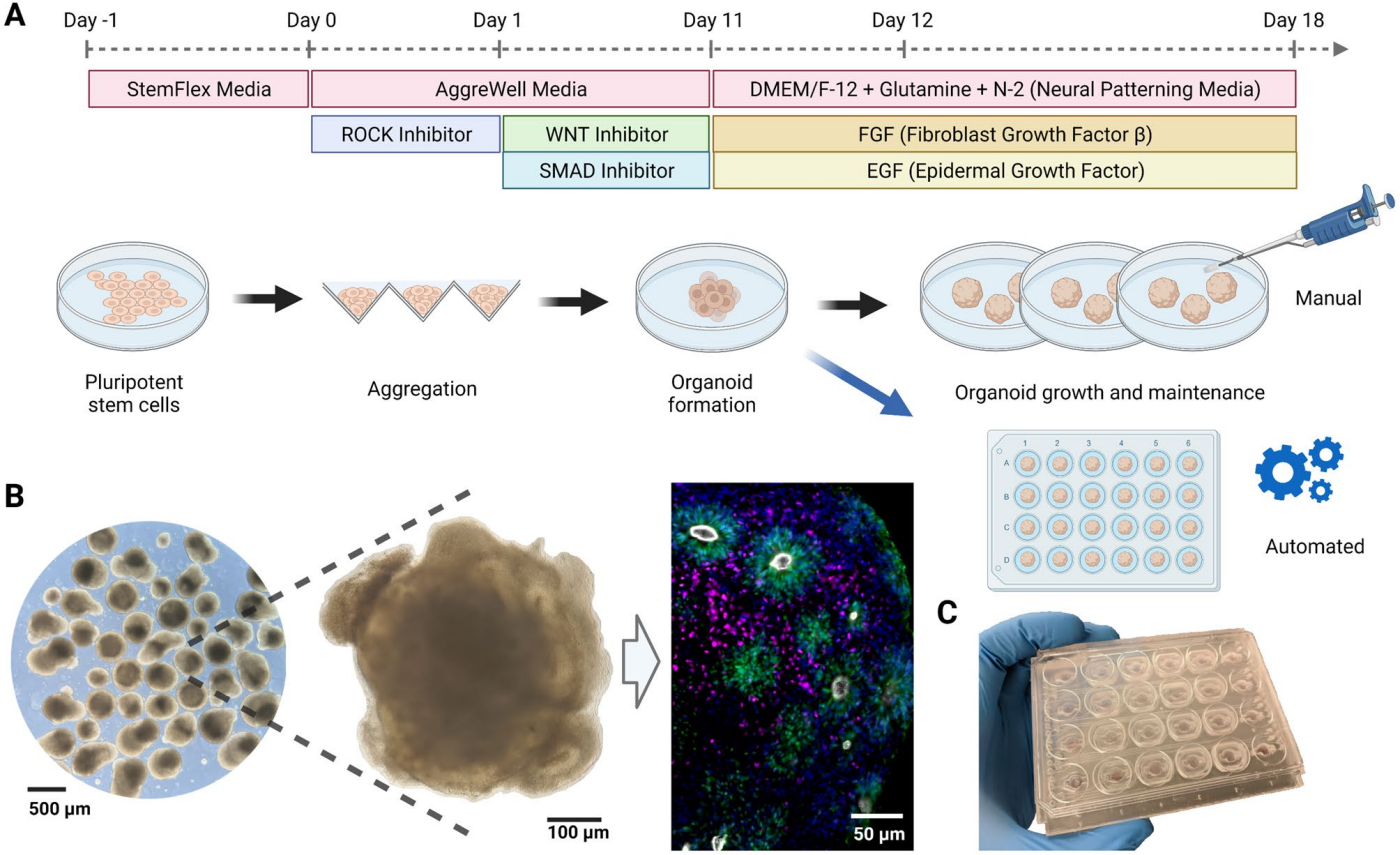
Overview of the human cerebral organoid generation protocol. (**A**) Human pluripotent stem cells are expanded in traditional 2D culture, dissociated, aggregated into microwells, and matured into 3D organoid cultures using defined media conditions to promote cerebral cortex tissue differentiation. In this study, on day 12 post-aggregation, organoids were either kept in suspension and maintained manually (black arrow) or transferred to individual wells of a microfluidic chip and maintained in automation (blue arrow). (**B**) Images of cerebral organoid cultures. Bright-field images at low (left) and high (center) magnification under standard culture conditions show organoid morphology and heterogeneity. Immunofluorescence stains on week 5 for PAX6 (green, radial glia progenitor cells), CTIP2 (BCL11B) (magenta, excitatory projection neurons), ZO-1 (TJP1) (white, tight junction proteins on radial glia endfeet, apical surface of the neural tube), show characteristic ventricular zone-like rosette structures with radial glia surrounded by neurons. Nuclei stained with DAPI (blue). (**C**) Image of the PDMS microfluidic chip. The custom cell culture chip, modeled after a standard 24-well plate, houses organoids for automated experiments.

In conventional cell culture, dispensing, moving, and removing liquid are the necessary actions required in all protocols. Therefore, liquid handling and proper storage of liquid reagents are key features to automate this process. Current liquid handling technologies are broadly classified into two categories: continuous-flow and digital microfluidics^21^. Continuous-flow systems rely on steady-state liquid flow generated by pressure, mechanical, or electrokinetic pumps. With constant flow, these systems deliver a high control of velocity and homogeneity; however, they are less flexible for complex fluidic manipulations and challenging to scale. Closed-channel systems derived from continuous flow are inherently difficult to access, require managing trapped gasses, and do not scale well because the parameters that govern flow at any single location depend on the entire system’s properties.

In contrast, droplet-based, or segmented-flow microfluidics control discrete volumes, which is convenient for droplet manipulation^22^, mixing, encapsulation, sorting, sensing, and high throughput experiments^23^. In combination with valves, droplet-based microfluidics can perform most logical operations upon droplets for sorting, merging, and dividing. Polydimethylsiloxane (PDMS) is the most common material to fabricate microfluidic devices due to its low cost, versatility in prototyping, and high gas permeability^24^. Droplet-based microfluidics has created many opportunities for control that are either impossible or impractical in manual practice, such as scheduling feeding frequency. Within both technologies, there are varieties of *contact* and *non-contact*^25^ approaches. Contact liquid handlers require a tip containing liquid to meet the substrate, similar to pipetting but with greater precision and control. Non-contact liquid handlers manipulate fluid pressures and velocities to control flow. Both technologies have advanced to ultra-low volumes (nano-liter) and ultra-low flow rates (micro-liter per hour).

Organoids are commonly grown in batches with several organoids suspended in single wells of a plate. The shared conditions in a single well support batch consistency; however, increasing the number of variables in an experiment, such as one with multiple genotypes, throughput becomes challenging. Furthermore, multi-well plates are not well suited for controlling dynamic conditions nor generating concentration gradients in the media. In contrast, microfluidic chips as organoid culture chambers enable precise control of environmental conditions with high spatiotemporal resolution^26,27^. Serial dilutions can achieve automated gradients, and robotic volumetric flow can efficiently manage high throughput experiments. The choice of device for laboratory automation should consider the use, flexibility, and cost. Considering the microenvironment of the cell culture, a non-contact system similar to the one developed here offers key advantages to maintaining homeostasis of nutrient concentrations, reducing the build-up of metabolic byproducts, and generating shear forces more similar to in vivo conditions.

Here we developed a PDMS-based, non-contact microfluidic platform with segmented feeding to automate prolonged cell culture. The platform is configurable to many organoid protocols and gradient assays. The platform interface enables integration with other research instruments such as an in-incubator imaging system via the Internet of Things. We evaluated this platform by testing its ability to support human cerebral cortex organoid growth and development.

## Results

### The *Autoculture* platform

#### System design

We developed an automated, microfluidic cell culture platform to optimize 3D organoid growth, the *“Autoculture”* platform. The system consists of six linked modules (Fig. 2): (1) Refrigerator with reagent reservoirs (e.g., fresh media), (2) Syringe pump, distribution valves, and control interface, (3) conditioned media collection reservoirs in cold storage, (4) a microfluidic serial bus interfacing with a cell culture incubator, and (5) a multiplexed microfluidic organoid chip that (6) immobilizes organoids within their micro-environment vessel (1 of 24 wells). To feed the organoids, each individual well is serviced by a fluidic controller; the controller removes spent media via aspiration to a collector in cold storage and then replenishes the vessel with fresh media at programmable intervals.

Each of the 24 wells of this system is a separate, isolated experiment with a dedicated inlet tube, outlet tube, and collection reservoir. Each well’s feeding schedule is fully customizable in rate and media to increase the flexibility of experimentation. A range of 5–1000 $$\upmu \hbox {L}$$ aliquots from 3 media/reagent reservoirs can be scheduled to any well. Media/reagent reservoirs may also be used in combination. By design, each well forms a fluidic circuit that maintains isolation from the other circuits on the plate (see “Methods”). A full 24-well plate is serviced in 72 seconds, and the time between fluid injections may be any length beyond (for instance, every hour, twice a day, every other day, etc.). Conditioned media may be retrieved for molecular analysis without disrupting the culture at any point during or after the experiment. Conditioned media taken for collection are separated from the cultures by an air phase in the outflow fluidic channels to mitigate the risk of infection that may occur from idle medium in the lines. After the experiment, the organoids are retrieved for molecular analysis.

**Figure 2:**
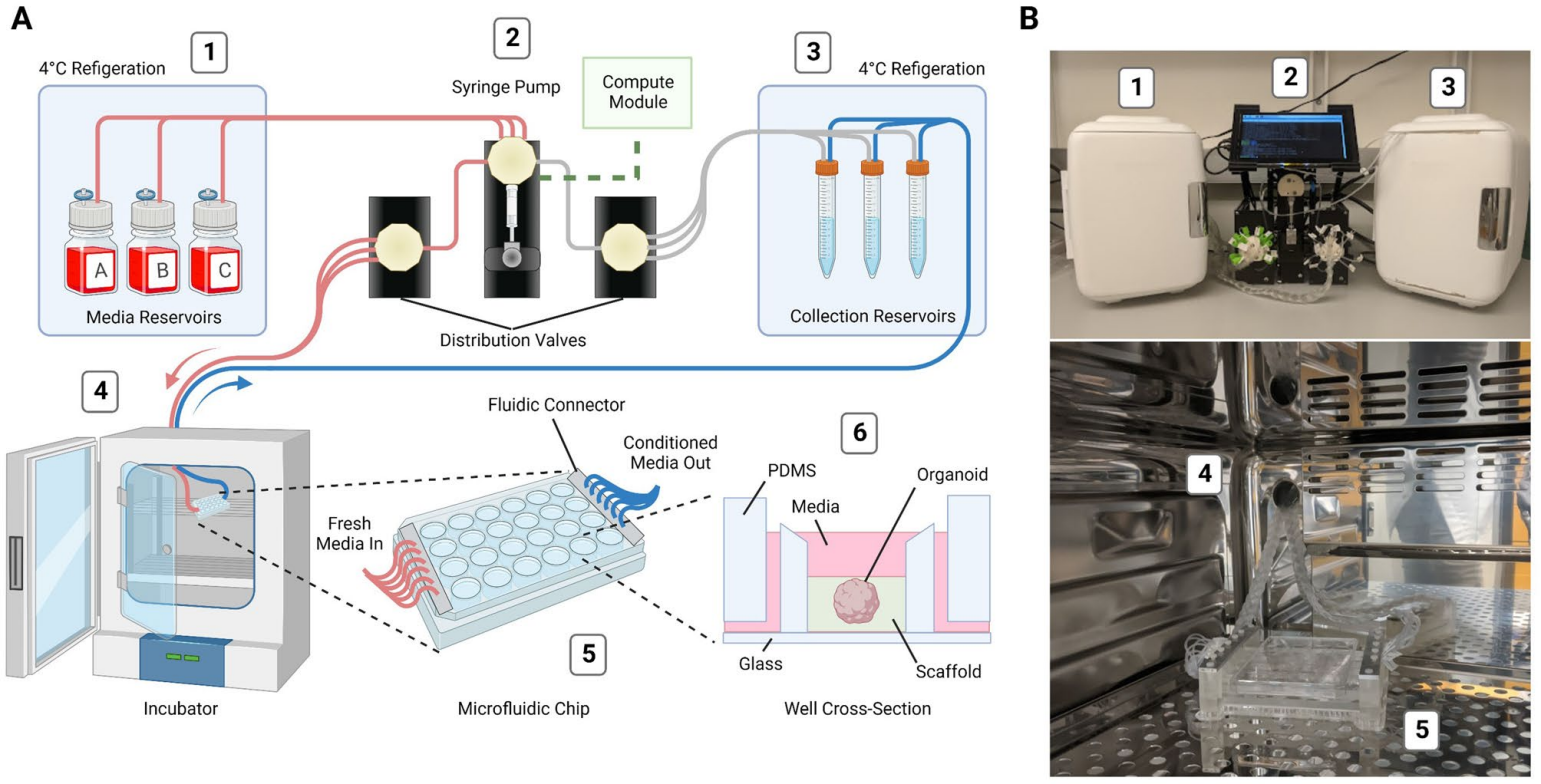
Design and implementation of the automated, microfluidic culture platform. (**A**) Illustration of the automated, microfluidic organoid culture platform, the *Autoculture*. (**B**) Front view images of the *Autoculture*. (1) Refrigerator with reagent reservoirs. (2) Syringe pump, distribution valves, and control interface. (3) Refrigerator with conditioned media collection reservoirs. These components reside on a lab bench directly above the cell culture incubator. (4) Microfluidic tubes enter through an incubator port and connect to the (5) microfluidic well plate chip inside the incubator. (6) Cross-sectional diagram of a single well containing an organoid culture.

With these control parameters, entire plates may carry out the same workflow to generate consistent batches of organoids. One can also titrate a reagent with an incremental gradient in concentration from well 1 to 24. In addition, one can run multiple protocols/feeding schedules across the plate and change the media components or feeding schedules at various time points throughout an experiment.

**Table 1:** Experiments run on the *Autoculture* system are configurable in any combination of the listed parameters and ranges.

Parameter	Range
Well	1–24
Media reservoir source	1–3
Volume in	5–1000 μL
Volume out	5–1000 μL
Maximum feed frequency	72 s

#### Internet of Things connectivity

The Amazon Web Services (AWS) Internet of Things (IoT) provides a convenient control framework for multiple devices to communicate information and initiate actions. With a communication protocol such as Message Queuing Telemetry Transport (MQTT), systems can manage synchronized, coordinated efforts of control and data acquisition in real-time over the internet^28^. System-to-system communication occurs over a local area network (LAN) while researchers can make on-demand calls for data or actions remotely. As such, the *Autoculture* software architecture has control from the AWS Cloud to design, start, pause, edit, and stop experiments on demand (Fig. 3).

**Figure 3:**
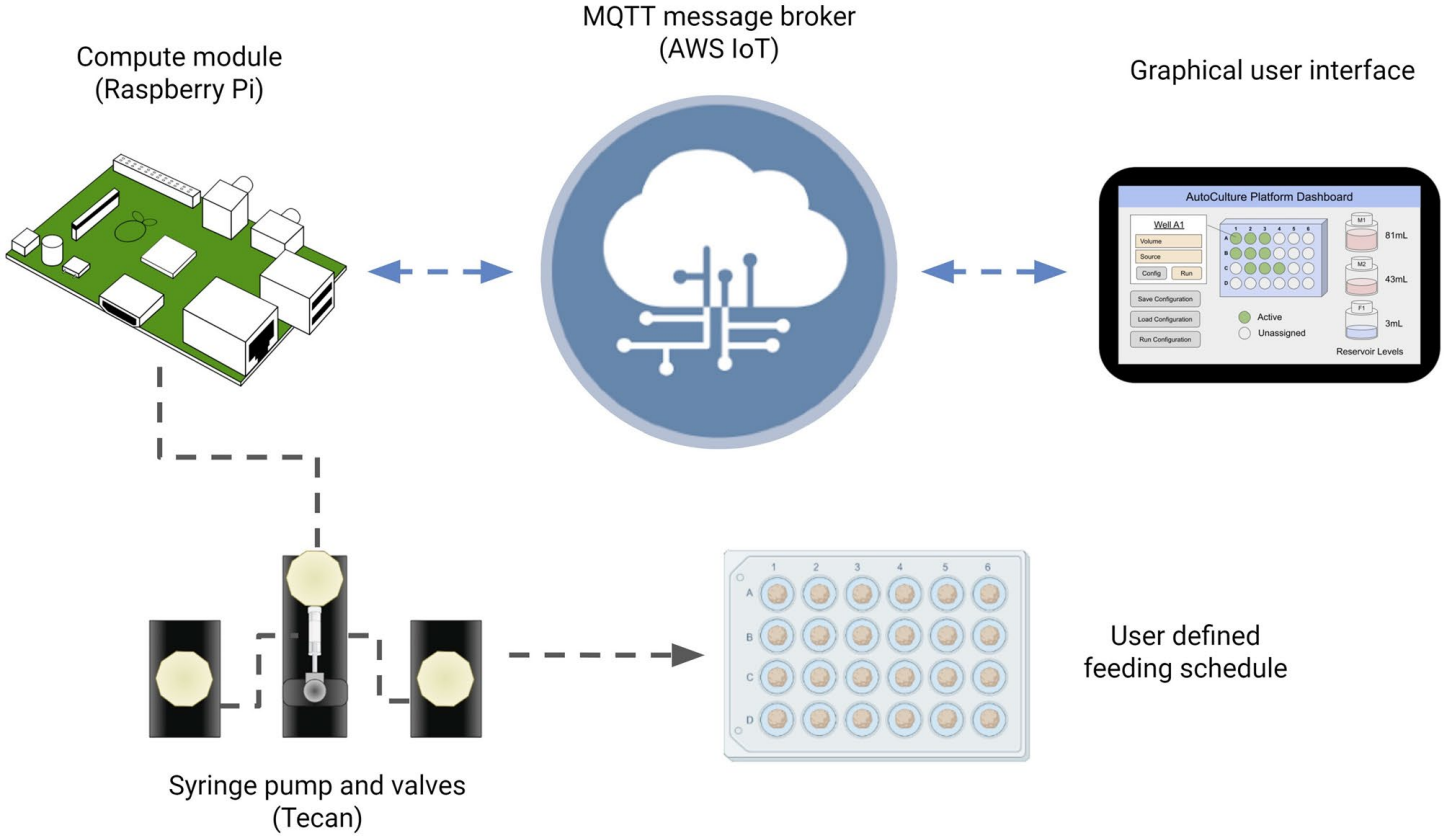
IoT Cloud integration: a graphical user interface hosted on the internet relays messages to the *Autoculture* platform via MQTT to start, monitor and end experiments.

The Raspberry Pi compute module was used to run experiments locally and accept commands relayed over MQTT. The application program interface (API) used to send serial commands to the Tecan pump and valves was adapted from an open-source Python package^29^. Protocols to carry out experiments were developed by timed sequences of unit actions to the pump and valves. As a user, the parameters and ranges available to construct automated experiments are listed in Table 1. In this architecture, IoT connection provides the accessibility to operate experiments remotely while schedules operated locally on-device provide the security of operation in the case of unstable internet connection.

### Microfluidic organoid chip

#### Consumable design

Figure 4 describes the manufacturing and assembly process of the PDMS microfluidic chip. The optically-transparent glass-PDMS microfluidic chip has the footprint of a 24-well plate (85.5 mm × 127.6 mm) to integrate with laboratory tools such as microscopes, plate readers, and robotic dispensers. The 24 isolated wells are addressable via 2 mm square channels at the glass-PDMS interface. For convenient accessibility, all inlets are located in a row on the edge of the chip’s face and all outlets are located in a row on the opposing edge. The open-loop microfluidic design here contains wells that are open to air. This way, bubbles accumulated in the system are exhausted, there is free gas exchange with the incubator environment, and organoids are easily accessed during chip loading and the experimental conclusion. Each well traps 120 $$\upmu \hbox {L}$$ that can be used as a micro-environment, including the use of extracellular scaffolds. The inlet and outlet of the fluidic channels are 5 mm above the bottom of the well, which helps mitigate the risk of losing a non-adherent sample into the outflow channel.

**Figure 4:**
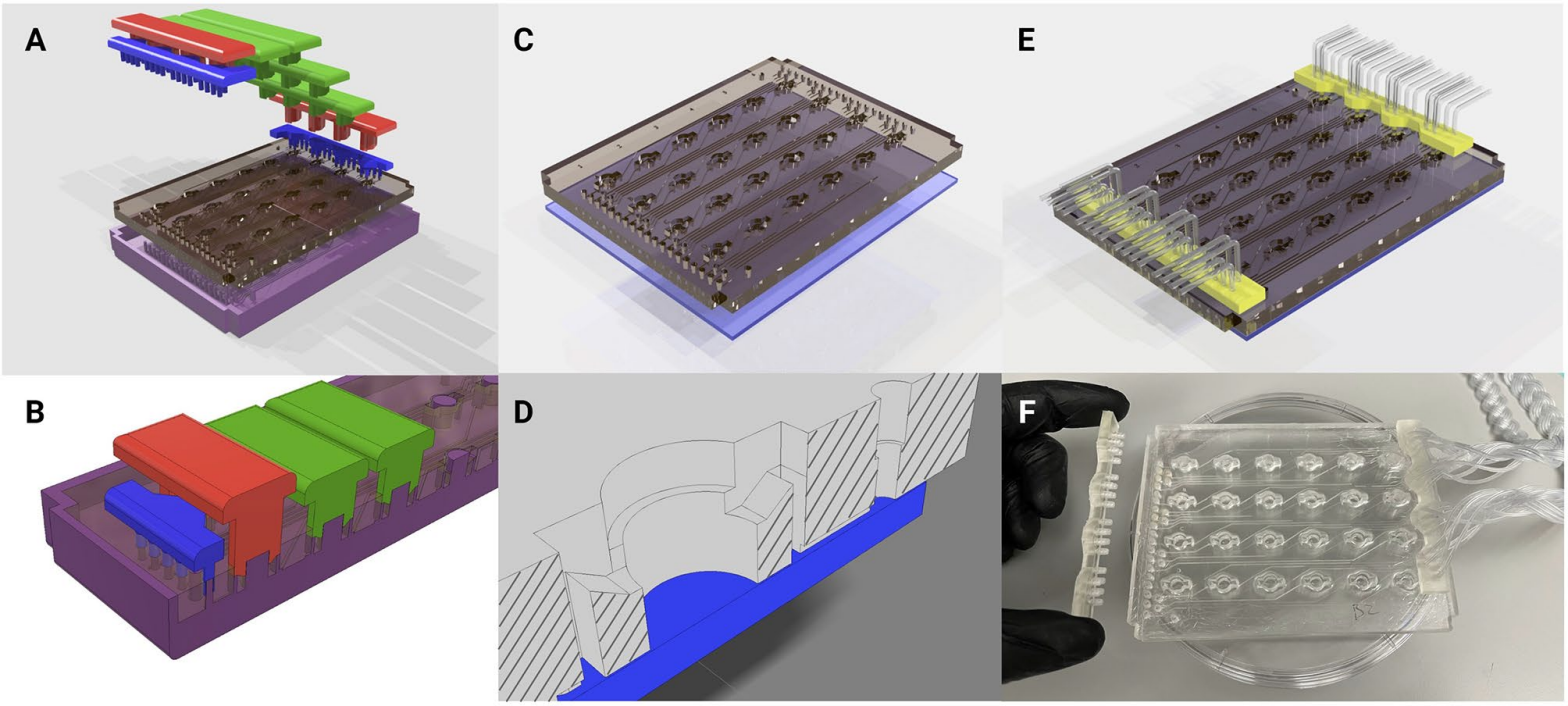
Fabrication of the PDMS microfluidic chip. (**A**) Graphical rendering of the interlocking mold pattern for the PDMS substrate in the microfluidic chip assembly. (**B**) Interlocking mounts (blue, red, and green) affix to the base mold (purple) and define microfluidic geometries upon the poured PDMS that are retained as the substrate cures. (**C**) The PDMS substrate is removed from the mold and bonded to glass. (**D**) A cross-sectional rendering of the chip. Fluid enters from microfluidic inlets on the surface and follows channels sealed by glass on the bottom to wells with open access from the top. (**E**) A 3D-printed fluidic interface plate (yellow) connects 24 fluidic microtube lines with the inlets/outlets of the microfluidic chip. (**F**) Microfluidic chip (center) with an example of the fluidic interface plate (left) and fully installed fluidic interface plate (right).

Each 3D-printed, fluidic interface plate simultaneously connects 24 lines (Fig. 4F). This is a simplification compared to inserting each line individually which is common for PDMS-based microfluidcs. Inside the tube inserts of the fluidic interface plate, three circular barbs seal the Tygon tubing to rigid projections. The tube-bearing rigid projections align to channel access holes of the microfluidic chip. When the collection of 24 lines mate with the molded holes in the PDMS, bore seals form with all the plate projections and the platform tubing lines are aligned to the channels of the microfluidic chip.

#### Fluid dynamics simulation

On day 12 of development, cerebral organoid cultures were transferred from orbital shakers (Fig. 5A) to automated microfluidic wells (Fig. 5B). The orbital shaker maintains a quasi-steady velocity regime of approximately 0.12 m/s^30–32^. We performed a Computational Fluid Dynamics simulation (CFD) using Comsol Multiphysics^33^ (Fig. 5C) representing the first 2.2 s of media injecting into the well. Fluid enters at the inlet, 5 mm above the glass floor, and enters the well via a sloped wall. The simulation begins with a media liquid domain filled to the level of the inlet/outlet ports with an air domain existing above. In feeding, media enters the cavity and generates a wave that progresses from the inlet to the outlet. The organoid, modeled as a sphere, fixed 5 mm below the air-media interface, does not observe most of the turbulence generated. The lower (glass) substrate experiences $$<5\%$$ of the maximum velocity during feeding. The velocities in this regime are instantaneous (as opposed to quasi-steady-state) and two orders of magnitude less than that of orbital shakers, inducing lower velocities and less shear stress upon the culture. One of the advantages of this system is that researchers can tailor the media flow rate and delivery schedule to achieve optimal diffusion of the nutrients with minimal disruption to the organoid.

**Figure 5:**
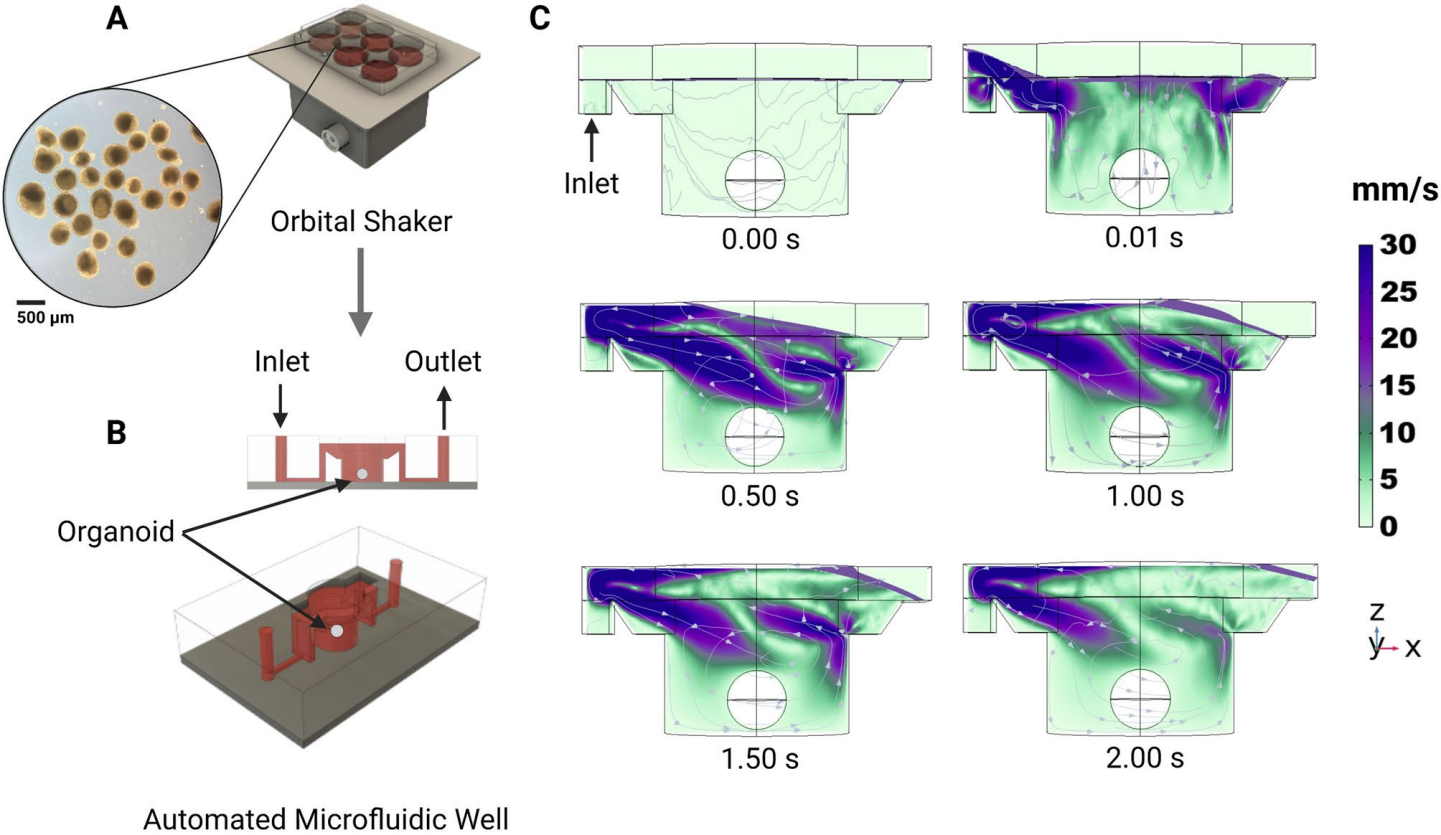
Computational fluid dynamics simulated flow in the individual tissue culture wells using the automated system. (**A**) Organoid cultures are expanded on well plates rotated on an orbital shaker. (**B**) After 12 days, organoids are transplanted into the automated microfluidic well. (**C**) One well of the proposed automated system with constant fluid injection over 2 s with velocity streamlines.

### System validation

#### Culture of cerebral organoids

The growth of cerebral organoids on *Autoculture* was compared to that of orbital shaker conditions in an 18-day experiment. Human pluripotent stem cells were aggregated to form organoids and maintained under standard conditions for the first 12 days during neural induction (see “Methods”). The batch was split, and 12 organoids were loaded onto an *Autoculture* microfluidic chip while the remainder were maintained in a 6-well plate on an orbital shaker as controls. Each well was pre-loaded with 50 $$\upmu \hbox {l}$$ Matrigel immediately before loading the organoids to adhere each organoid at the center of the well (see “Methods”). The automated organoids were fed 70 $$\upmu \hbox {L}$$ every hour for six days, while the controls were fed 2 mL every other day. In automation, the well plate does not need to be periodically removed from the incubator for feeding; therefore, this system is well-suited for longitudinal monitoring of organoid development. In this study, organoids in the *Autoculture* well plate were monitored once per hour using a bright-field imaging in-incubator platform^34,35^.

#### Live imaging

Figure 6A shows the automated, microfluidic culture plate inside an incubator placed on a remote-controlled, IoT-enabled, multi-well automated imaging system. The imaging system was designed to monitor biological experiments in a 24-well plate format, using one dedicated camera for each well. To account for the three-dimensional development of the organoids during the entire experiment, we captured bursts of images, sweeping through the range of focal distances covering the entire three-dimensional tissue. A computer vision algorithm was used to detect the features in focus at each focal plane, generate a composite image maximizing the in-focus features in the entire organoid, and compute the projected area. This process is described in previous work^35^. Figure 6B shows 12 cerebral cortex organoid cultures (day 12), loaded in individual wells of the microfluidic chip and fed in parallel on the *Autoculture* platform for the experiment. Figure 6C,D show the growth of “Culture 4” over six successive days. Robust organoid growth was observed for the organoids in the *Autoculture* wells and was consistent with the size increase observed for the organoids grown under control conditions. Compared to controls, automated organoids did develop a less-dense perimeter, suggesting that the reduction in velocities and shear forces may accommodate growth and migration that would otherwise be cleaved.

#### Growth analysis

On day 18, the cultures were harvested and analyzed by bulk RNA sequencing (RNA-seq) and immunohistochemistry to evaluate the cell types generated in each condition and the overall health of the cell cultures. The transcriptomes of 7 “Automated” and 4 “Suspension” organoids were compared. 

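The organoids were grown from H9, an established human embryonic stem cell line, and were lysed whole on day 18. Full-length cDNA was made from polyadenylated mRNA with Smart-seq2. From day 12, Automated organoids received 70 µL of medium every 1 h and Suspension organoids 2000 µL every 48 h. The conditions also differed in other ways. In the paper, each Automated organoid was set in Matrigel in its own chip well, while Suspension organoids stayed in a plate on an orbital shaker. There were 7 Automated organoids (A2, A3, B2, B3, B5, C2 and C3) with 1 library each, and 4 Suspension organoids (A1, A2, B1 and B2) with 10 libraries between them. For each of the 17 libraries, the deposited files hold the authors' RSEM expected counts, which are estimated fragments per gene before normalization, and TPM. The authors combined the trimmed reads of each library's sequencing runs, subsampled the deepest libraries, aligned them to hg38 with STAR and a Gencode annotation, and counted with RSEM. The legend of Fig. 7 treats the libraries of one Suspension organoid as technical replicates, whereas the sample labels number them as biological replicates. Their counts were summed here, so that the organoid was the replicate in each test. The total expected count was 609023 to 1621847 (median 895941) per Automated organoid and 2387251 to 6404481 (median 4690340) per Suspension organoid. The mean over the 17 libraries was 1.44 M, where the paper states an average of 65 M paired reads per sample.
Reads from outside mature mRNA were estimated from gene families that are silent in neural tissue, such as olfactory receptors. Their counts per base, multiplied by the effective length of each gene, gave a background share of 50.3% ± 15.8 (SD, n = 7) of the counts of Automated organoids, with a range of 21.2% to 71.6%. In Suspension organoids, the share was 14.7% ± 4.17 (SD, n = 4), with a range of 10.9% to 19.5% (exact two-sided permutation test, p = 0.00303, the smallest that 7 against 4 allow). Protein-coding genes held 69.4% ± 4.02 (SD) of the counts of Automated organoids and 79.9% ± 1.61 of those of Suspension organoids. Long non-coding RNAs held 17.8% ± 2.85 (SD) and 10.9% ± 1.03, respectively. The background share and the levels of expressed genes come from the same counts, so a negative correlation between them is partly built in. The share also does not overlap between the groups. A fit with it as a covariate therefore cannot separate it from the culture condition. Among Automated organoids, the share fell nearly in order of rising total expected count, from 71.6% in C2 (609023) to 21.2% in B2 (1621847). A relation to the share within this group therefore cannot be told apart from a relation to depth.
The 20599 of 60607 genes with enough counts for edgeR's filterByExpr were scaled with TMM factors and tested with edgeR's quasi-likelihood F test, with Benjamini-Hochberg adjustment over all of them. A gene was taken as lower or higher in Automated organoids at an adjusted p under 0.05. Log2 fold changes are Automated minus Suspension, and their standard error (SE) is their size divided by the square root of F. Levels are TMM-scaled CPM, which are counts relative to a common library size. There were 23 gene lists for functions and cell types, written before the data were examined but after the paper's supplementary tables had been read. Together with the silent gene families and the paper's 3 tables, they were compared with all other genes by camera, with a preset correlation of 0.01 between genes, and their p were adjusted over the 27 lists. Of the 20 lists past 0.05, hypoxia response and neural crest also passed with an estimated correlation. When organoids of both conditions were mixed into groups of 7 and 4, up to 20 lists passed with 0 genes called. A small camera p with the preset correlation is therefore weak evidence by itself. Each list's median was also ranked among 10000 random lists of genes of like mean expression. Of the 27 lists, 13 lay below the 5th percentile and 3 above the 95th. The random genes were drawn one by one, without the co-expression of a real list, so an extreme percentile is also weak evidence by itself.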

Gene expression of cell-type markers for neuralepithelia (SOX2), radial glia neural stem cells (SOX2, HES5, PAX6, HOPX), intermediate progenitors (EOMES), and immature neurons (NeuroD1, RELN) did not show consistent differences between the *Autoculture* and control samples suggesting that overall differentiation fidelity was not affected by using the *Autoculture* system (Fig. 7A). 

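The neural markers of Fig. 7A did not move in one direction. NEUROD1, a transcription factor of neuronal differentiation, fell from 115 ± 40.0 CPM (SD, n = 4) in Suspension organoids to 25.8 ± 10.8 CPM (SD, n = 7) in Automated organoids. SOX2, a transcription factor of neuroepithelium and radial glia, fell from 72.7 ± 7.99 to 33.5 ± 11.3 CPM. RELN, the gene of the matrix protein reelin secreted by early cortical neurons, rose from 63.3 ± 8.85 to 124 ± 30.6 CPM. EOMES of intermediate progenitors and HOPX of radial glia were also higher in Automated organoids.
Of the 8 markers, 2 were lower, 3 were higher and 3 did not pass the test (6 past the threshold when adjusted over the list alone). By exact permutation tests of single markers, adjusted over the 8, 7 passed, all but NES, among them PAX6 (adjusted p = 0.0242) and HES5 (adjusted p = 0.0346). The log2 fold change was −2.14 for NEUROD1 (SE 0.319, adjusted p = 3.03e-04) and −1.10 for SOX2 (SE 0.263, adjusted p = 0.00553), and for both each Automated organoid lay below each Suspension organoid. It was 0.96 for RELN (adjusted p = 0.0135), 1.47 for EOMES (adjusted p = 0.0339) and 1.07 for HOPX (adjusted p = 0.0285). HES5, a Notch target of neural stem cells, had a log2 fold change of −1.22 (SE 0.504, adjusted p = 0.0589). PAX6, a transcription factor of dorsal radial glia, had 0.47 (SE 0.248, adjusted p = 0.124), with Automated C3 far above the other Automated organoids at 114.5 CPM. NES, the gene of the progenitor filament nestin, had −0.43 (SE 0.343, adjusted p = 0.294), with Automated B2 far above the others at 200.3 CPM, and its sign turned to 0.15 when scaled by total counts alone.
Of 20 measured genes of neural progenitors, 7 were lower, 4 were higher (FAM107A, HOPX, PROM1 and SLC1A3) and 9 did not pass (8 lower and 4 higher when adjusted over the list alone). The number lower was 4 without Suspension A2, and the number higher was 1 without Suspension A1, A2 or B2 and 2 without Suspension B1 or Automated A2, B5 or C2. PTPRZ1, a receptor phosphatase of radial glia, had a log2 fold change of −2.34 (adjusted p = 1.18e-04), and VIM, the gene of the filament vimentin, had −2.73 (adjusted p = 0.00502). The median of the list was −0.26 (camera, adjusted p = 0.192), and turned to 0.40 with total counts alone and 0.13 with upper-quartile factors. The list mean, Automated minus Suspension, nonetheless differed by −0.597 log2 CPM (exact permutation test, adjusted p = 0.0117). It was 4.96 to 5.90 in Automated and 5.98 to 6.13 in Suspension organoids. The list test fry gave an adjusted p = 0.00734. Over the 7 Automated organoids, the mean of this list was lower where the background share was higher (Pearson's r = −0.874, exact permutation p = 0.0129, adjusted p = 0.0218 over 27 lists; Spearman's rho = −0.929, exact permutation p = 0.00675, adjusted p = 0.0166; r = −0.804 without the 2 organoids farthest from the median share).
Of 21 genes of intermediate progenitors and neurons, 11 were lower and 4 were higher (EOMES, NHLH2, RELN and TBR1), or 11 and 5 when adjusted over the list alone. The number higher was 1 without Suspension A1 or A2, 0 without Suspension B2 and 2 without Automated A2, A3, B3, C2 or C3. DCX, which encodes doublecortin of migrating neurons, fell by 3.01 on the log2 scale (adjusted p = 3.60e-05), and STMN2, a tubulin regulator of growing axons, fell by 2.97 (adjusted p = 1.31e-04). The list had a median of −0.96 (camera, adjusted p = 0.00551), but adjusted p = 0.122 with an estimated correlation, and −0.080 where at least 10 counts were required in every organoid (adjusted p = 0.242). Of 10 genes of forebrain identity, DLX1 and DLX2 of ventral forebrain were lower, RAX of the early eye field and hypothalamus was higher, and 7 did not pass (2 lower and 0 higher when adjusted over the list alone). The call of RAX (0.94, adjusted p = 0.0418) ended without any 1 organoid other than Automated A3 (adjusted p up to 0.169). Across the list, the median was 0.54 (camera, adjusted p = 0.712). The names given for the genes higher in these lists were chosen after their values were seen.
Of 21 genes of neural crest and peripheral glia or neurons, which are cells that arise beside the central nervous system, 20 were lower (20 when adjusted over the list alone). ERBB3, a neuregulin receptor of crest and Schwann cells, had a log2 fold change of −3.22 (SE 0.354, adjusted p = 2.41e-05). ISL1, a transcription factor of sensory and motor neurons, had −2.92 (adjusted p = 7.45e-06), and P2RX3, an ion channel of sensory neurons, had −2.74 (adjusted p = 3.50e-05). The median of the list was −1.82 (camera, adjusted p = 1.20e-11, and adjusted p = 0.0345 with an estimated correlation), below each of the 10000 random lists. With an estimated correlation, adjusted p was 0.0731 without Automated C2 and C3 and 0.0952 with the estimated background subtracted. It was 0.00326 with the share of counts in silent gene families as a covariate. These 3 alternatives were added after the data were seen. With limma on TPM, 8 or 9 of the genes were lower. In Automated organoids, the mean of this list was lower with a higher background share (Pearson's r = −0.915, exact permutation p = 0.00655, adjusted p = 0.0136 over 27 lists; Spearman's rho = −0.821, exact permutation p = 0.0341, adjusted p = 0.0542; r = −0.762 without the 2 farthest organoids).
Fewer markers passed without Suspension A1 (3), Suspension A2 (3) or Suspension B2 (2), and leaving out 1 organoid ended the calls of HOPX (without Suspension A1, A2 or B2 or Automated A2, adjusted p up to 0.124), EOMES (without Suspension A1, B1 or B2 or Automated A3, C2 or C3, up to 0.137) and RELN (without Suspension A2 or B2, up to 0.0726). Without Automated B2, NES (−0.79, adjusted p = 0.00828) and HES5 (adjusted p = 0.0248) passed, and HES5 also passed without Automated B5 (adjusted p = 0.0359). SOX2 and NEUROD1 kept their calls without any 1 organoid. Under the 26 alternatives set in advance, NEUROD1 kept its call in 26, but SOX2 in only 20 (adjusted p up to 0.145). With the share of counts in silent gene families as a covariate (edgeR), an alternative added after the data were seen, 0 of the 8 markers passed (1 lower and 1 higher at unadjusted p under 0.05), and the log2 fold change of HOPX turned to −0.19 and that of NES to 0.81.

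**Figure D1:**
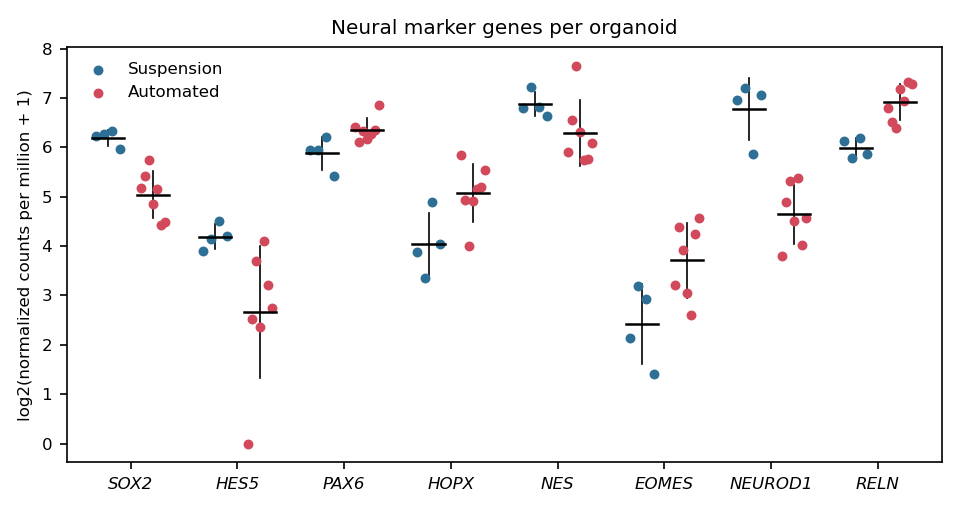
Expression, as log2 of TMM-scaled CPM plus 1 (y axis), of the 8 neural markers in each Automated (n = 7) and Suspension (n = 4) organoid, with 1 point per organoid, the mean of each group as a horizontal line and ± 1 SD as a vertical line. NEUROD1 and SOX2 are lower in each Automated organoid than in each Suspension organoid, and RELN is higher in each.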

Consistent with this, we saw a robust expression of the neural progenitor protein markers, SOX2 and Nestin by immunohistochemistry in sections of organoids grown under standard or *Autoculture* conditions (Fig. 7B).

**Figure 6:**
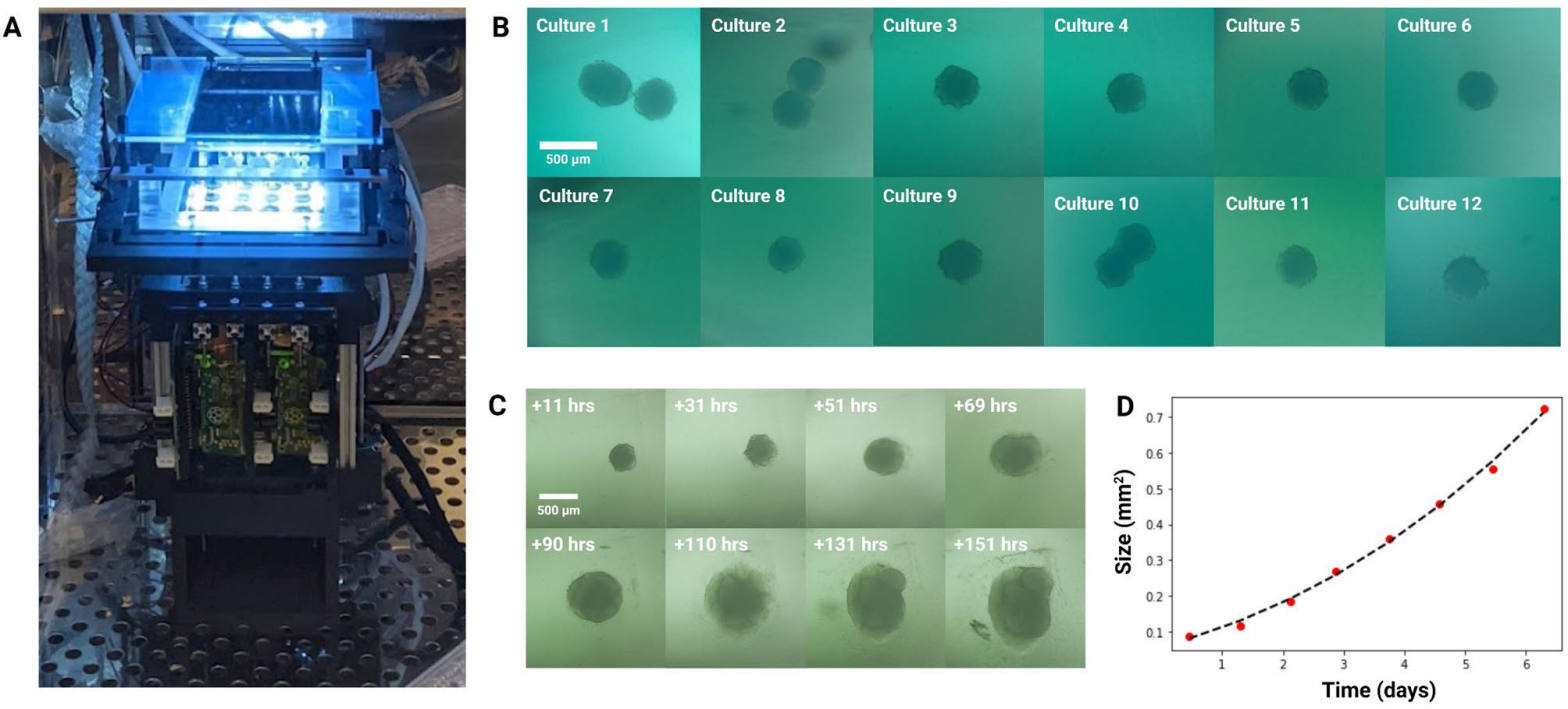
Longitudinal monitoring of organoid development. (**A**) The *Autoculture* microfluidic chip sits on a remote-controlled, IoT-enabled, 24-well automated imaging system. (**B**) Bright-field images of twelve individual 12-day-old cerebral cortex cultures at day 1 of automated feeding. (**C**) Longitudinal imaging of “Culture 4” during the experiment. (**D**) Projected area expansion of “Culture 4” during the experiment. This was obtained using a computer vision algorithm^34^.

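In Automated organoids, genes that cells switch on at low oxygen were lower than in Suspension organoids, and a few genes of the oxidative stress response were higher. BNIP3, a mitophagy gene induced by hypoxia-inducible factors, fell from 436 ± 22.2 CPM (SD, n = 4) to 45.2 ± 9.91 CPM (SD, n = 7). HMOX1, the heme oxygenase induced by oxidative stress, rose from 13.3 ± 7.72 CPM (SD, n = 4) to 89.8 ± 66.6 CPM (SD, n = 7). CDKN2B, which encodes an inhibitor of cyclin-dependent kinases, rose from 9.63 ± 1.83 to 60.3 ± 29.8 CPM.
Of 26 measured targets of hypoxia-inducible factors outside the core glycolysis enzymes, 1 of which is in the paper's table of the GO glycolytic process, 21 were lower and 5 did not pass the test (21 lower and 1 higher when adjusted over the list alone). The number lower was 13 with at least 10 counts in every organoid and 12 or 13 with limma on TPM. It was 8 with the share of counts in silent gene families as a covariate, added after the data were seen. The log2 fold change of BNIP3 was −3.26 (SE 0.285, adjusted p = 6.12e-06). SLC2A1, which encodes the glucose transporter GLUT1, had −2.88 (adjusted p = 3.60e-05), and STC1, the gene of the secreted glycoprotein stanniocalcin, had −2.73 (adjusted p = 1.15e-05). The list had a median of −1.74 (camera, adjusted p = 3.80e-12, and adjusted p = 0.0143 with an estimated correlation). It lay below each of the 10000 random lists, whose 5th and 95th percentiles were −0.77 and −0.027. Within the 7 Automated organoids, its mean had a Pearson's r of −0.818 with the background share (exact permutation p = 0.0462, adjusted p = 0.0594 over 27 lists; Spearman's rho = −0.786, exact permutation p = 0.0480, adjusted p = 0.0682; r = −0.705 without the 2 organoids farthest from the median share).
Of 29 genes of the unfolded protein response, 14 were lower and 1, the ER stress sensor ERN1, was higher (14 and 1 when adjusted over the list alone). The number lower was 3 without Suspension A2 or B2, 5 without Automated B5, 7 without Automated C2, 8 without Automated C3, and 9 without Suspension A1 or Automated A3 or B3. HSPA5, the ER chaperone BiP, fell by 1.38 on the log2 scale (adjusted p = 0.0147), and PDIA6, a protein disulfide isomerase, fell by 2.40 (adjusted p = 0.00755). Across the list, the median was −0.71 (camera, adjusted p = 8.67e-04), but adjusted p = 0.383 with an estimated correlation. Under the alternatives set in advance, it was −0.996 to −0.041. In Automated B2, which had the lowest background share and the highest total expected count of the Automated organoids, the mean of this list was 6.26 (log2 CPM). It lay above the range of the Suspension organoids (5.76 to 6.21). Over all 7, that mean was lower where the share was higher (Pearson's r = −0.930, exact permutation p = 0.00357, adjusted p = 0.0107; Spearman's rho = −0.929, exact permutation p = 0.00675, adjusted p = 0.0166; r = −0.799 without those 2). With the share of counts in silent gene families as a covariate (edgeR), an alternative added after the data were seen, the median turned to 0.44 (camera, adjusted p = 0.00235, but adjusted p = 0.235 with an estimated correlation), with 2 genes higher and 0 lower (6 and 1 at unadjusted p under 0.05). The call of HSPA5 ended without Suspension A2 (adjusted p = 0.0544) or B2 (adjusted p = 0.0552).
Of 18 genes of the NRF2 response to oxidative stress, 6 were higher and 3 were lower (8 and 3 when adjusted over the list alone). The higher genes were HMOX1 (log2 fold change 2.75, SE 0.6, adjusted p = 0.00343), GCLM of glutathione synthesis (1.60, adjusted p = 0.00574), AKR1C1, NQO1, OSGIN1 and SLC7A11. The lower genes were G6PD, TALDO1 and TKT, which are enzymes of the pentose phosphate pathway. The median was 0.81 (camera, adjusted p = 0.259), and the mean was lower where the background share was higher (Pearson's r = −0.886, exact permutation p = 0.00595, adjusted p = 0.0134; Spearman's rho = −0.893, exact permutation p = 0.0123, adjusted p = 0.0221; r = −0.792 without those 2). Genes of this list given without a value, and ERN1, were named after their values were seen.
Of 20 heat shock and immediate early genes, HSPD1, HSPE1, HSPA1B and NR4A1 were lower and 16 did not pass (1 lower when adjusted over the list alone), with a median of −0.69 (camera, adjusted p = 0.0113, but adjusted p = 0.450 with an estimated correlation). Of 14 genes of the p53 response and senescence, CDKN2B and GDF15 were higher, and SESN1 and ZMAT3 were lower (2 and 2 when adjusted over the list alone). Their median was −0.30 (camera, adjusted p = 0.394), and turned to 0.35 with total counts alone and 0.083 with upper-quartile factors. Leaving out 1 organoid ended the calls of HSPA1B (Suspension A1, A2 or B2 or Automated A2, A3 or C2), NR4A1 (Suspension A2 or B2 or Automated A2, A3, B3, B5 or C3) and HSPE1 (each but Suspension B1 and Automated B2), with adjusted p up to 0.125, while without Automated B2 11 heat shock genes were lower. It also ended those of GDF15 (Suspension A2, adjusted p = 0.0533), ZMAT3 (Suspension A2 or B2 or Automated B3, up to 0.0546) and SESN1 (Suspension B2, 0.0559). With the covariate, the medians turned to 0.48 for heat shock and 0.66 for the p53 response.
In all, 4488 genes were lower and 3964 were higher in Automated organoids. Of the genes lower, 98.0% were protein coding, and of those higher, 48.4% were protein coding and 37.8% were long non-coding RNAs. The groups did not overlap for 2434 of the genes lower and 1088 of those higher, where chance gives 0.606% of the genes tested. The smallest p among the genes lower belonged to POSTN, the gene of the matrix protein periostin (−3.56, adjusted p = 6.12e-06), and BNIP3. TXNIP, a glucose-induced inhibitor of thioredoxin (−3.14), and IGFBP5, a binding protein of insulin-like growth factors (−4.11), were also among the 10 smallest. The smallest among the genes higher belonged to CDKN2B (2.65, SE 0.372, adjusted p = 1.65e-04) and CD38, an enzyme that consumes NAD (1.84, adjusted p = 6.20e-04), and the 10 smallest included the olfactory receptor gene OR2B11 (1.78, adjusted p = 7.83e-04).
The median log2 fold change of all genes tested was 0.19 with TMM factors, 0.57 with upper-quartile factors (2826 lower, 7308 higher) and 0.85 with total counts alone (1943 lower, 9542 higher), and list medians are to be read against it. The numbers of genes lower and higher were 2773 and 1110 without Suspension A2 and 2903 and 1231 without Suspension B2. There were 2419 higher without Suspension A1 and 5942 without Automated B2. The numbers lower and higher were 91 and 150 with the share of counts in silent gene families as a covariate. This alternative was added after the data were seen. The share does not overlap between the groups, so the fit cannot separate it from the culture condition.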

Contrasting automated and control organoids, we observed a significant difference in the expression of genes associated with cell culture stress. Studies have shown that glycolysis and endoplasmic reticulum stress (ER stress) pathways are upregulated in organoids relative to in vivo tissue samples, and these correlate with impaired cell subtype specification and maturation^17,19^. In this study, canonical glycolysis was the top deferential pathway with the vast majority of the significant genes consistently downregulated (see Supplementary Tables 2 and 3). 

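Each of the 17 measured enzymes of core glycolysis was lower in Automated than in Suspension organoids. LDHA, which converts pyruvate to lactate, had the largest difference on the log2 scale, from 1598 ± 551 CPM (SD, n = 4) to 66.7 ± 41.5 CPM (SD, n = 7). HK2, a hexokinase that carries out the entry step of glycolysis, fell by 2.98 on the log2 scale, and GPI, which converts glucose-6-phosphate to fructose-6-phosphate, fell by 2.76. PFKL, the liver type of phosphofructokinase, had the smallest on that scale, with a log2 fold change of −1.34 (SE 0.273, adjusted p = 0.00230).
All 17 enzymes passed the test of edgeR with all organoids, over all genes and when adjusted over the list alone. The call of PKM, a pyruvate kinase (−1.69, adjusted p = 0.0266), ended without Suspension A1, A2 or B2 or Automated A2, B3, B5 or C2 (adjusted p = 0.0503 to 0.0825) and with total counts alone, 1 library per Suspension organoid, Suspension libraries of 2 runs only or limma on TPM; no other core enzyme lost its call without 1 organoid. Calls of HK2, PFKM, PFKP and GAPDH also ended with limma on TPM, and those of PFKP and GAPDH with Suspension libraries of 2 runs only. That last setting keeps only Suspension A1 (libraries A1b and A1c) and B2 (library B2a), so calls lost there also come with fewer organoids. The log2 fold change of LDHA was −4.57 (SE 0.474, adjusted p = 1.25e-05). The median of the list was −2.76, below each of the 10000 random lists, whose 5th and 95th percentiles were −1.48 and −0.49. Camera gave an adjusted p = 1.14e-11, but adjusted p = 0.175 with an estimated correlation. This median was the lowest of the 27 lists, but not with limma on TPM, where that of the ribosomal proteins was lower, nor with the estimated background subtracted (neural crest −2.51, core glycolysis −2.43) or the silent-family share as a covariate (neural crest −1.58, hypoxia response −1.33, core glycolysis −0.89), both added after the data were seen. By camera's p, core glycolysis ranked 5, after ribosomal proteins, cell cycle genes, the silent gene families, which were higher, and hypoxia response.
Of 48 measured genes in the paper's KEGG table of glycolysis and gluconeogenesis, 27 were lower, 3 were higher and 18 did not pass (28 lower and 4 higher when adjusted over the list alone). The number higher was 1 without Suspension A2, 0 without Suspension B2, 5 without Automated A2 and 7 without Automated B2. PGM1, a phosphoglucomutase that links glycogen and glycolysis, had a log2 fold change of −3.18 (adjusted p = 1.14e-05). The genes higher, named after their values were seen, were ADH1B and ADH6, alcohol dehydrogenases, and PCK1, an enzyme of gluconeogenesis. The median was −1.11 (camera, adjusted p = 4.44e-06, but adjusted p = 0.156 with an estimated correlation). Under the alternatives set in advance, it was −1.30 to −0.106. Of 69 measured genes in the paper's table of the GO glycolytic process, 30 were lower, 6 were higher and 33 did not pass (30 and 6 when adjusted over the list alone), and the number higher was 3 without Suspension A2 and 1 without Suspension B2. DDIT4, an inhibitor of mTOR signaling induced by stress, had a log2 fold change of −3.43 (adjusted p = 9.65e-05). The median was −0.80 (camera, adjusted p = 2.27e-05, but adjusted p = 0.265 with an estimated correlation). Both tables show results of these same samples and were read before the lists were written, so they are not independent evidence, and they hold 17 and 15 of the core enzymes.
Over the 7 Automated organoids, the mean of the core enzymes was lower where the background share was higher (Pearson's r = −0.930, exact permutation p = 0.00159, adjusted p = 0.00670 over 27 lists; Spearman's rho = −0.929, exact permutation p = 0.00675, adjusted p = 0.0166; r = −0.825 without the 2 organoids farthest from the median share). Such a relation is partly built in, since the share comes from the same counts, and it was not specific to this list. It also cannot be told apart from a relation to depth, since the share fell nearly in order of rising total expected count. In Automated B2, where that share was lowest and the total expected count highest, the mean of the core enzymes was 7.64 (log2 CPM). This was below the range of 8.61 to 9.38 in the Suspension organoids.
With the share of counts in silent gene families as a covariate, an alternative added after the data were seen, 2 of the 17 core enzymes passed with a median of −0.89, the log2 fold changes of GAPDH (0.26), PKM (0.53) and LDHB (0.025) turned positive, and 3 KEGG and 4 GO genes were lower. That share does not overlap between the groups, so the covariate cannot separate background from the culture condition. With limma on log2(TPM + 1), 13 KEGG and 14 GO genes were lower and the median of the GO table was 0.016.

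**Figure D2:**
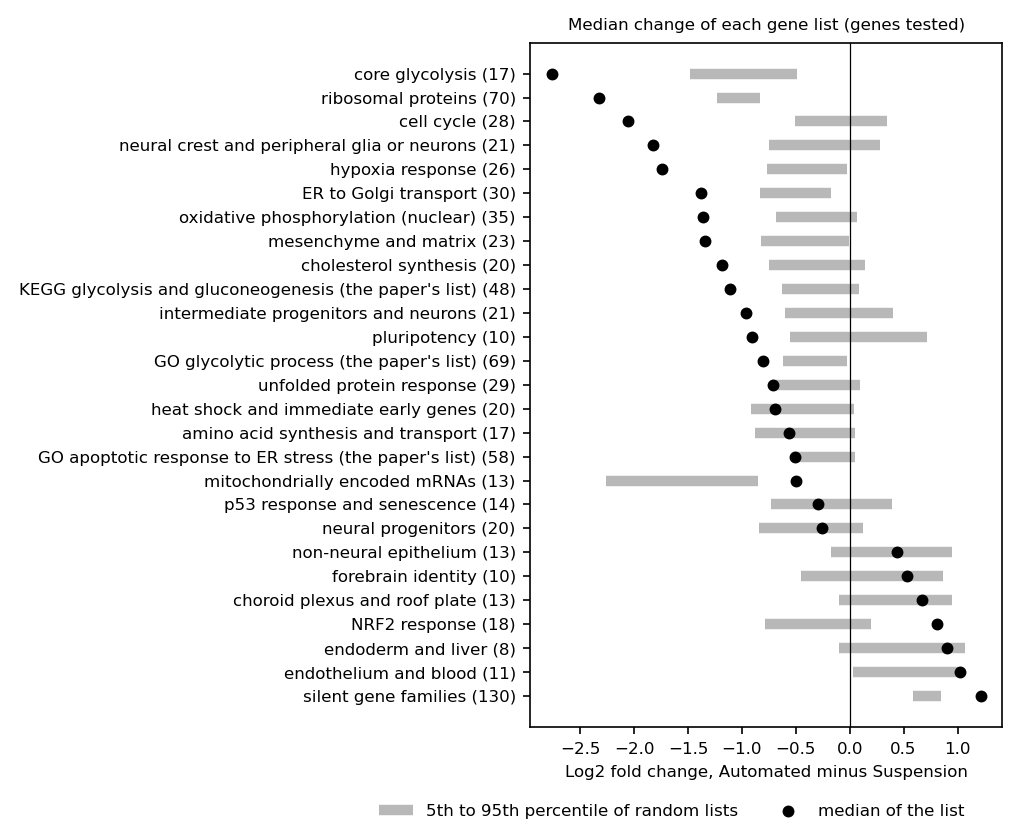
Median log2 fold change (Automated minus Suspension, points) of each of the 27 gene lists, with the number of measured genes in brackets and the 5th to 95th percentile of random lists of like mean expression as bars. Core glycolysis has the lowest median in this fit. The medians of mitochondrially encoded mRNAs, amino acid synthesis, p53 response, neural progenitors and apoptosis in ER stress turn positive with total counts alone, and those of p53 response and neural progenitors also with upper-quartile factors.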

Genes that are notably upregulated in cerebral organoids showed reduced levels in the automation condition: ALDOA, ENO1, HK1, and PGK1 had fold changes of − 6.9, − 10.4, − 2.8, and − 9.3, respectively (Fig. 7A). Additionally, markers of ER stress: ARCN1, GORASP2, and YIPF1 were reduced by fold changes of − 2.8, − 2.2, and − 3.0, respectively. 

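ALDOA, ENO1, HK1 and PGK1 were lower in each Automated organoid than in each Suspension organoid. ALDOA, which encodes the aldolase that splits fructose-1,6-bisphosphate, fell from 1806 ± 310 CPM (SD, n = 4) to 208 ± 171 CPM (SD, n = 7). ENO1, the gene of an enolase, fell from 2182 ± 545 to 199 ± 155 CPM, and PGK1, the gene of phosphoglycerate kinase, from 582 ± 164 to 62.4 ± 38.7 CPM. HK1, a hexokinase expressed in most tissues, had the smallest change, from 228 ± 51.0 to 57.6 ± 39.7 CPM.
ALDOA (ENSG00000149925.22) lies on chromosome 16 of hg38 from 30064164 to 30070457. Its log2 fold change was −3.11 (SE 0.587, adjusted p = 0.00132), a signed fold change of −8.66, and Suspension B1 lay far below the other Suspension organoids, at 1342 CPM. ENO1 (ENSG00000074800.16), on chromosome 1 from 8861000 to 8879190, had a log2 fold change of −3.45 (SE 0.594, adjusted p = 7.48e-04), a signed fold change of −10.9. HK1 (ENSG00000156515.24), on chromosome 10 from 69269984 to 69401884, had −1.97 (SE 0.410, adjusted p = 0.00257), a signed fold change of −3.91. PGK1 (ENSG00000102144.15), on chromosome X from 77910739 to 78129295, had −3.21 (SE 0.447, adjusted p = 1.53e-04), a signed fold change of −9.25. For each gene, an exact two-sided permutation test of CPM gave p = 0.00303.
Automated B2 had the highest level of each of these genes among the Automated organoids, with 537 CPM of ALDOA and 473 CPM of ENO1. With the share of counts in silent gene families as a covariate, an alternative added after the data were seen, the calls ended: log2 fold changes were −0.75 for ALDOA, −1.07 for ENO1, −0.31 for HK1 and −1.66 for PGK1 (adjusted p = 0.132 to 0.854).

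**Figure D3:**
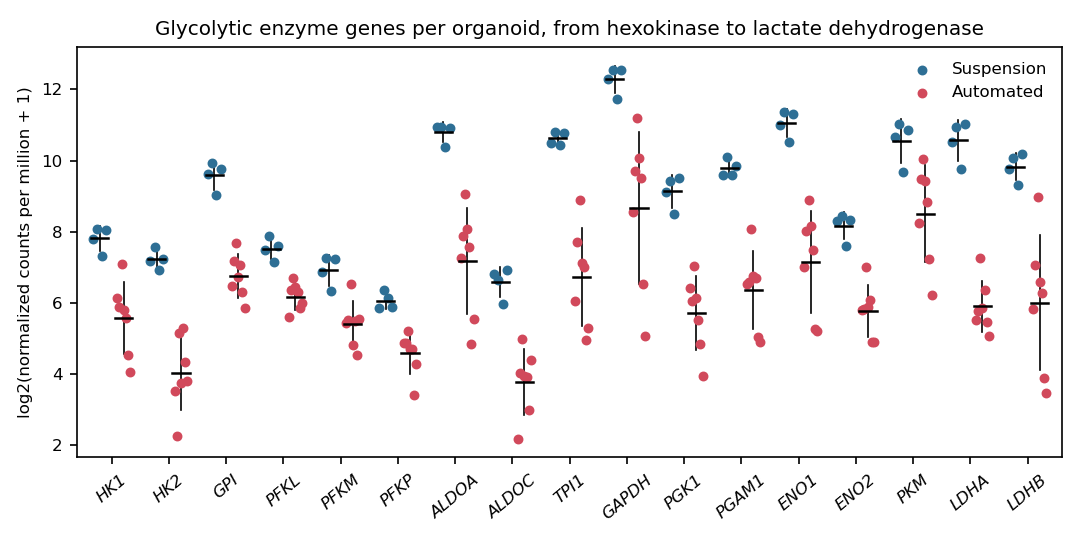
Expression, as log2 of TMM-scaled CPM plus 1 (y axis), of the 17 core glycolysis enzymes in each Automated (n = 7) and Suspension (n = 4) organoid, with 1 point per organoid, the mean of each group as a horizontal line and ± 1 SD as a vertical line. LDHA has the widest gap between the groups, and each enzyme is lower in Automated organoids.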

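ARCN1 and YIPF1 were lower in Automated organoids, and GORASP2 did not pass the test over all genes. ARCN1, which encodes the delta subunit of the COPI vesicle coat, fell from 120 ± 10.0 CPM (SD, n = 4) to 38.7 ± 24.9 CPM (SD, n = 7). YIPF1, which encodes a Golgi membrane protein, fell from 31.2 ± 11.8 to 9.59 ± 8.52 CPM. GORASP2, the gene of a protein that stacks Golgi membranes, had 199 ± 71.3 CPM in Suspension and 76.3 ± 70.6 CPM in Automated organoids. Of 30 genes of transport between the ER and the Golgi, 19 were lower and 11 did not pass (26 lower when adjusted over the list alone).
ARCN1 (ENSG00000095139.14) lies on chromosome 11 of hg38 from 118572390 to 118603033, and its log2 fold change was −1.60 (SE 0.374, adjusted p = 0.00502), with no overlap between the groups. YIPF1 (ENSG00000058799.15), on chromosome 1 from 53851719 to 53889798, had −1.64 (SE 0.467, adjusted p = 0.0131). GORASP2 (ENSG00000115806.13), on chromosome 2 from 170928464 to 170967130, had −1.37 (SE 0.546, adjusted p = 0.0519).
The number lower was 12 without Suspension A2 or B2 or with total counts alone, 14 with 1 library per Suspension organoid, 10 with at least 10 counts in every organoid, 7 with Suspension libraries of 2 runs only, and 0 or 1 with limma on TPM (13 at unadjusted p under 0.05). It was 1 with the estimated background subtracted, where the median was −1.04, and 0 with the silent-family share as a covariate (edgeR, 0 lower and 2 higher at unadjusted p under 0.05), both added after the data were seen. SEC31A, an outer coat protein of COPII vesicles, had a log2 fold change of −1.95 (adjusted p = 0.00232). COPA, another COPI subunit, had −1.50 (adjusted p = 0.00290), and COPZ1 had −1.70 (adjusted p = 0.00414). The list had a median of −1.38, below each of the 10000 random lists (camera, adjusted p = 8.81e-08, but adjusted p = 0.292 with an estimated correlation).
The mean of this list over the 7 Automated organoids was lower where the background share was higher (Pearson's r = −0.939, exact permutation p = 0.00179, adjusted p = 0.00670 over 27 lists; Spearman's rho = −0.929, exact permutation p = 0.00675, adjusted p = 0.0166; r = −0.817 without the 2 organoids farthest from the median share). In Automated B2, the mean was 6.67 (log2 CPM), within the range of 6.48 to 7.09 of the Suspension organoids.
GORASP2 passed with DESeq2 (adjusted p = 0.0477), with 17 libraries as replicates (0.00742 with DESeq2, 0.0127 with edgeR), with limma-voom, with no filter on low counts (0.00426), and without Suspension B1 (0.0445) or Automated B2 (0.00204), while the calls of ARCN1 and YIPF1 ended with limma on TPM, that of ARCN1 with Suspension libraries of 2 runs only (0.0694) and that of YIPF1 with total counts alone (0.0504) or 1 library per Suspension organoid (0.194). With the share of counts in silent gene families as a covariate, added after the data were seen, YIPF1 had a log2 fold change of 0.042, GORASP2 1.00 and the list a median of 0.10.

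**Figure D4:**
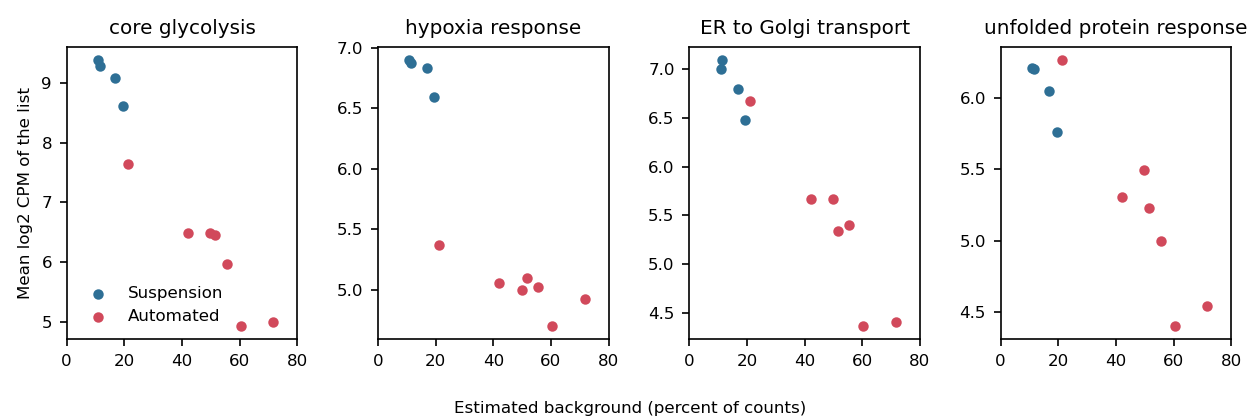
Mean log2 CPM of core glycolysis, hypoxia response, ER to Golgi transport and unfolded protein response genes (y axis, 1 panel per list) against the estimated background share of counts (x axis, percent), with 1 point for each Automated (n = 7) and Suspension (n = 4) organoid. In the panels of core glycolysis and hypoxia response each Automated organoid lies below each Suspension organoid, whereas Automated B2, at a share of 21.2%, lies among the Suspension organoids for ER to Golgi transport.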

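Of 58 measured genes in the paper's table of apoptosis in response to ER stress, 20 were lower and 2 were higher in Automated organoids, and 36 did not pass the test (17 lower and 1 higher when adjusted over the list alone). The table shows results of these same samples, so it is not independent evidence of their direction. OPA1, a GTPase that fuses inner mitochondrial membranes and holds cytochrome c in the cristae, fell from 81.9 ± 15.4 CPM (SD, n = 4) to 26.8 ± 6.67 CPM (SD, n = 7), a log2 fold change of −1.59 (SE 0.250, adjusted p = 4.33e-04). SERINC3, a membrane protein, fell by 1.44 on the log2 scale (adjusted p = 0.00282), and PTPN1, an ER-bound tyrosine phosphatase of insulin signaling, fell by 1.42 (adjusted p = 0.00319). The genes higher were MAGEA3, a germline gene that many tumors express (3.18, SE 0.591, adjusted p = 0.00123), and ERN1, which encodes the kinase and RNase IRE1 and was named after its value was seen. MAGEA3 was at 10.3 ± 4.65 CPM (SD, n = 7) in Automated and 1.10 ± 0.717 CPM (SD, n = 4) in Suspension organoids.
Across the list, the median was −0.51 (camera, adjusted p = 0.00165, but adjusted p = 0.324 with an estimated correlation), and turned to 0.10 with total counts alone. It ranked at percentile 5.83 of random lists of like mean expression, and at 41.0 of those matched on length as well, an alternative added after the data were seen. Of its 63 members, 10 belong to the list of the unfolded protein response.
The list's mean was lower in Automated organoids with a higher background share (Pearson's r = −0.892, exact permutation p = 0.00754, adjusted p = 0.0145 over 27 lists; Spearman's rho = −0.929, exact permutation p = 0.00675, adjusted p = 0.0166; r = −0.817 without the 2 organoids farthest from the median share).
The number of genes lower was 8 without Suspension A2 or B2, 13 without Automated A2 or A3, 12 without Automated B3, and 11 without Automated B5, C2 or C3. It was 5 with total counts alone, 9 with upper-quartile factors, 11 with at least 10 counts required in every organoid, 10 with 1 library per Suspension organoid or after thinning to equal totals, 5 with Suspension libraries of 2 runs only, and 1 with the estimated background subtracted, which was also added and where the median was −0.43. When the share of counts in silent gene families was a covariate (edgeR, added), 0 were lower (4 at unadjusted p under 0.05), 1 was higher and the median turned to 0.17.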

See Supplementary Table 4 for more deferentially expressed genes of ER stress.

**Figure 7:**
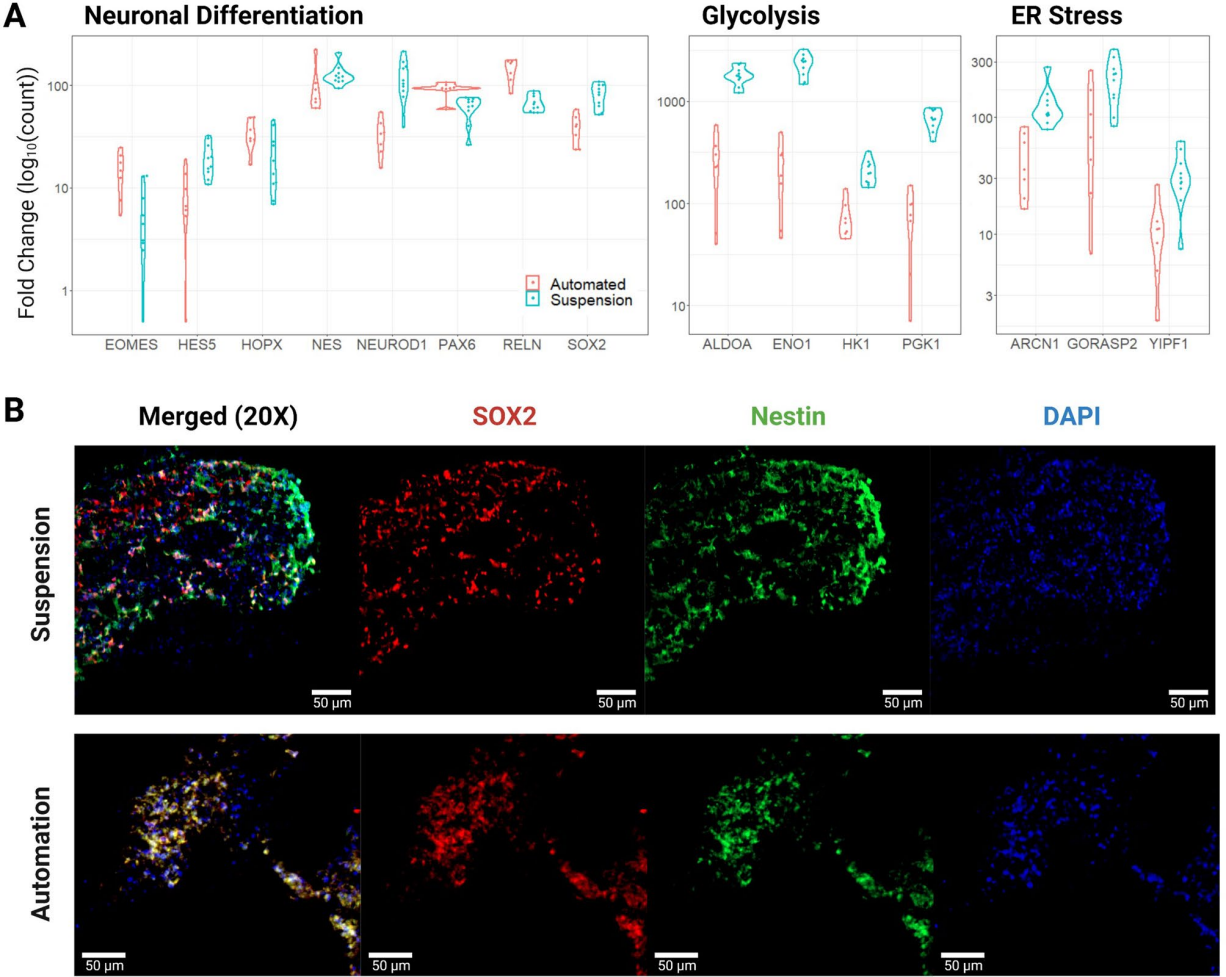
Transcription and immunofluorescent imaging results. (**A**) Pairwise comparisons of expression for select genes associated with neural differentiation, glycolysis, and ER stress. Results were statistically significant with an adjusted *p* value ≤ 0.05, except for HOPX and NES of neural differentiation. The “Automated” data represent 7 biological replicates and the “Suspension” data represent 4 biological replicates with 6 technical replicates (**B**) Immunofluorescent stains for SOX2, Nestin, and DAPI of Suspension and Automated organoid sections show congruent progenitor markers.

## Discussion

The increasing demands for long-term experiments, reproducibility, parallelization, and longitudinal analysis drive cell culture toward automation. This study showcases an automated, microfluidic solution for the growth and maintenance of organoids capable of existing in conjunction with other control and sensing devices over the Internet of Things, magnifying the ability to capitalize on precision robotics for automated experimentation. Combining this platform with the imaging platform shown here (Fig. 6) provides a stationary environment that uniquely enables the live study of individual organoids over time. This platform could easily be used to maintain other organoid models and ex vivo tissues. The 24-plex microfluidic chip described here could also be adapted to support the growth of adherent (2D) cultures by including an additional protocol step to treat the microfluidic chip with a cell adherence surface coating prior to loading cells.

The use of orbital shakers for long-term organoid culture has been widely adopted in the field and yields benefits to nutrient diffusion and dissolved gas homogeneity. However, the fluid velocities and shear forces present do not resemble the embryonic environment. Microfluidics such as in the system shown here could be used to tune fluid velocities, shear forces, and pressure gradients while providing the same benefits to nutrient and dissolved gas concentration through rapid feeding regimens. Our system enables an environment of low velocities. The CFD simulation shown here (Fig. 5) represents the conditions present in the validation experiment which preferentially selected for low velocities; however, greater rates of profusion would yield higher velocity gradients that could be used to study the effects on organoid morphology and differentiation.

Reducing stress levels in cerebral organoid models is crucial to achieving physiological relevance. As measured by reduced glycolytic enzyme expression, the environment of the *Autoculture* platform results in reduced-stress organoids compared to traditional suspension culture conditions. 

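Many genes of oxidative phosphorylation (27 of 35) and cholesterol synthesis (15 of 20) were lower in Automated organoids, but neither list passed camera with an estimated correlation (adjusted p = 0.265 and 0.175), and for mRNAs encoded by the mitochondrial genome the calls depended on the fit. UQCRC2, a core subunit of respiratory complex III, fell from 120 ± 16.5 CPM (SD, n = 4) to 28.0 ± 19.6 CPM (SD, n = 7). HMGCS1, the HMG-CoA synthase at the start of the mevalonate pathway, fell from 201 ± 28.6 to 42.9 ± 18.2 CPM. MT-CO3, a mitochondrially encoded subunit of cytochrome c oxidase, had 1815 ± 106 CPM in Suspension and 891 ± 443 CPM in Automated organoids.
Of 35 measured nuclear genes of oxidative phosphorylation, 27 were lower and 8 did not pass (29 lower when adjusted over the list alone), with 17 lower without Suspension A2 or Automated B5 and 15 without Suspension B2. UQCRC2 had a log2 fold change of −2.06 (SE 0.382, adjusted p = 0.00120), and NDUFS2, a core subunit of complex I, had −1.40 (adjusted p = 0.00165). The median of the list was −1.36 (camera, adjusted p = 2.05e-08, but adjusted p = 0.265 with an estimated correlation). When the share of counts in silent gene families was a covariate (edgeR), 0 were lower (2 lower and 1 higher at unadjusted p under 0.05) and the median turned to 0.12, and with the estimated background subtracted 1 was lower with a median of −0.90; both alternatives were added after the data were seen. None of the 13 mitochondrially encoded mRNAs passed the test of edgeR per organoid, over all genes or when adjusted over the list alone (2 lower at unadjusted p under 0.05), while 6 were lower with DESeq2 per organoid and 4 to 6 in the fits with 17 libraries as replicates (DESeq2, edgeR and limma-voom). MT-CO3 had a log2 fold change of −1.03 (SE 0.447, adjusted p = 0.0697) and MT-CO1 had −1.35 (adjusted p = 0.0852), and both passed in those 4 fits (adjusted p down to 1.80e-04 and 4.68e-06) and without Automated B2 (0.00768 and 0.0128). Their median was −0.50 (camera, adjusted p = 0.0171, but adjusted p = 0.487 with an estimated correlation), and turned to 0.16 with total counts alone and 0.32 with the background subtracted. Against random lists of like mean expression it lay at percentile 99.4, the direction opposite to that of camera.
Of 20 genes of cholesterol synthesis, 15 were lower and 5 did not pass (16 lower when adjusted over the list alone). The log2 fold change was −2.22 for HMGCS1 (SE 0.323, adjusted p = 2.38e-04) and −2.42 for FDFT1, the squalene synthase (adjusted p = 6.50e-04). The median was −1.18 (camera, adjusted p = 6.66e-07, but adjusted p = 0.175 with an estimated correlation), and −0.39 with the covariate, where 0 were lower (edgeR, 2 at unadjusted p under 0.05). Of 17 genes of amino acid synthesis and transport, 4 were lower, 1 was higher and 12 did not pass (2 lower and 1 higher when adjusted over the list alone). ALDH18A1, PYCR1 and PYCR2 of proline synthesis and CBS of cysteine synthesis were lower, and the cystine transporter SLC7A11 was higher (1.35, adjusted p = 0.0118); CBS was named after its value was seen. Leaving out 1 organoid ended the calls of SLC7A11 and PYCR1 (Suspension A2 or B2, adjusted p up to 0.0671) and PYCR2 (each of Suspension A2 and B2 and Automated A2, A3, B3, C2 and C3, up to 0.147). Their median was −0.56 (camera, adjusted p = 0.0419, but adjusted p = 0.480 with an estimated correlation), and turned to 0.020 with total counts alone and 0.61 with the covariate. The call of this list ended without Suspension A2 (adjusted p = 0.0540), and without Automated B2 10 of its genes were lower.
Over the 7 Automated organoids, the mean of the nuclear oxidative phosphorylation genes was lower where the background share was higher (Pearson's r = −0.960, exact permutation p = 1.98e-04, adjusted p = 0.00536 over 27 lists; Spearman's rho = −1, exact permutation p = 3.97e-04, adjusted p = 0.0107; r = −0.867 without the 2 organoids farthest from the median share). The relation of the mean of the cholesterol genes to that share was similar (Pearson's r = −0.958, exact permutation p = 7.94e-04, adjusted p = 0.00536; Spearman's rho = −0.964, exact permutation p = 0.00278, adjusted p = 0.0166; r = −0.852 without those 2). The mean of the mitochondrially encoded mRNAs showed no such relation that passed (Pearson's r = −0.427, exact permutation p = 0.353, adjusted p = 0.382; Spearman's rho = −0.214, exact permutation p = 0.662, adjusted p = 0.662; r = 0.754 without those 2).
The paper cites earlier work in which glycolysis and ER stress pathways were raised in organoids relative to tissue in vivo. From the lower levels of glycolytic enzymes, it concludes that Automated organoids were under less stress than those in suspension.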

Pathways that respond to environmental conditions such as sugar metabolism, hypoxia monitoring, and protein production are interconnected through the integrated stress response pathway. By reducing concentration fluctuations in the cell culture media through automated feeding, the cultures may experience greater homeostasis. Further investigation is needed to understand the potential long-term effects of reducing gene expression of glycolysis and ER stress genes and the critical environmental conditions that underlie the gene expression signature associated with less cell stress we observed. For example, it is unclear whether depletion of essential nutrients, like glucose, or accumulation of cell metabolites, like lactose, is the critical factor leading to the induction of genes in the glycolysis pathway observed under standard organoid culture conditions. However, the *Autoculture* system we developed here provides a platform in which we can systematically explore this question.

## Methods

### System design and assembly

#### Design of the *Autoculture* platform

Cell culture media was stored in glass bottle reservoirs (Corning) with a multi-port solvent delivery cap (Spex VapLock) and stored at $$4^{\circ }\hbox {C}$$ for the duration of the experiment. Each reservoir delivery cap contained a single 0.030″ ID × 0.090″ OD Tygon microbore tube (Masterflex), sealed by a two-piece PTFE nut and ferrule threaded adapter (Spex VapLock), extending from the bottom of the reservoir to an inlet port on the 6-port ceramic valve head of the syringe pump (Tecan Cavro Centris, 1.0-mL glass vial). Sterile air is permitted to backfill the reservoir through a 0.22-$$\upmu \hbox {m}$$ filter (Millipore) affixed to the cap to compensate for syringe pump reagent draws. The same Tygon microbore tubing and PTFE nut and ferrule threaded adapters were used to connect the syringe pump to two parallel 12-port distribution valves (Tecan SmartValve). Each 0.020″ ID × 0.060″ OD Tygon microbore tube (Masterflex) emanating from the distribution valve connects to a single well of the microfluidic chip. Fluidic isolation between wells is retained from this junction onward. Each 12-port distribution valve services six wells on the microfluidic chip. Systems with two and four distribution valves were constructed. The collection of 2-m long microbore tubes was bundled into a braid for convenient handling and guided through the rear entry port of a standard cell culture incubator (Panasonic) (Fig. 2(4)). At incubator conditions ($$37^{\circ }\hbox {C}$$, 5% CO2, 95% rel. humidity), a single custom, 3D-printed fluidic interface plate mated the set of microbore tubes for reagent delivery to the inlets of the microfluidic chip and a second, identical interface plate mated the set of microbore tubes for reagent aspiration to the outlets.

The microbore tubes for aspiration were guided back out of the incubator and to a set of single-use 15-mL conical tubes (Falcon) for conditioned media collection (Fig. 2(3)). Each collection reservoir was capped with a rubber stopper (McMaster) containing two 0.06” drilled holes. For each stopper, the microbore tube sourcing conditioned media from the microfluidic chip was inserted into one hole, and a dry microbore tube for pneumatic operation routes back to the aspiration distribution valve head was inserted into the other hole. The syringe pump was used to generate negative pressure upon each collection reservoir in series to draw conditioned media from the microfluidic chip into the collection reservoir. The separation between the pneumatic tube and conditioned media tube trapped the influx of media in the collection reservoir. All microbore tubes were hermetically sealed to the distribution valve and syringe pump with PTFE nut and ferrule threaded adapters.

The syringe pump and distribution valves were connected using the multi-pump electrical wiring configuration described in the Tecan manual. A compute module (Raspberry Pi 4) relayed serial communications with Tecan OEM Communication Protocol using a GPIO TX/RX to DB9M RS232 serial expansion board for Raspberry Pi (Ableconn). The Raspberry Pi compute module used a 7” touchscreen display to edit and launch protocols. An open-source Python application program interface (API) was used to develop the software required to carry out protocols in automation^29^.

#### PDMS molding

PDMS-based microfluidics were constructed using an interlocking 3D-printed plastic mold (Fig. 4). These were printed with an SLA printer (Formlabs Form 3) with Model V2 resin. The printed molds were post-processed with sonication in isopropanol (IPA) for 20 min to remove excess resin, followed by drying in N2. Dry components were cured under UV-light (405 nm) for 30 min at $$60\,^{\circ }\hbox {C}$$. As illustrated in Fig. 3, the mold parts were assembled and filled with PDMS (Sylgard 184, Dow Corning) prepared by mixing PDMS prepolymer and a curing agent (10:1 w/w). After filling the mold, the PDMS was degassed in a vacuum chamber for 1 hour. The PDMS-filled mold is left to cure for 24 h at $$60\,^{\circ }\hbox {C}$$ before removal of the PDMS from the mold.

#### Microfluidic chip assembly

Borosilicate glass substrates ($$101.6\hbox {mm} \times 127.0\hbox {mm}$$, McMaster-Carr) were cleaned via sonication in acetone (10 min), then isopropyl alcohol (10 min), and dried with N2. The glass substrate and molded-PDMS surface were activated with oxygen plasma at 50 W for 45 s. The glass and PDMS (Fig. 4C) were aligned by hand, pressed together, and baked at $$100\,^{\circ }\hbox {C}$$ on a hot plate for 30 min, forming an irreversible seal.

#### Parylene coating

A 10 $$\upmu \hbox {m}$$ layer of parylene-C (Specialty Coating Systems) was deposited onto the microfluidic chip to prevent PDMS absorption of small molecules. Two drops of silane A-174 (Sigma-Aldrich) were loaded into the deposition chamber to promote adhesion.

#### 3D printed components

The fluidic interface plate (Fig. 4F) was 3D printed to interface the 2.2 mm OD microbore tubing (Cole-Palmer) with the PDMS inlet and outlet features. Each connector geometry consisted of 24 cylindrical extrusions with an OD of 2.7 mm and a bore of 2.2 mm. Within each bore were three 0.2 mm long barbs to grip the microbore tubing when inserted. This component was printed with a Formlabs SLA printer (Form 2) with Surgical Guide resin with sonication in isopropanol (IPA) for 20 min to remove excess resin, followed by drying in N2. Dry components were then cured under UV light (405 nm) for 30 min at $$60\,^{\circ }\hbox {C}$$. To ensure biocompatibility, the part was coated with 5 $$\upmu \hbox {m}$$ of parylene-C (Specialty Coating Systems). Two drops of silane A-174 (Sigma-Aldrich) were also loaded in the deposition chamber with the device to promote adhesion.

### Organoid cell culture

#### Sterilization

Sterilization of the syringe pump, valve heads, tubing, fluidic interface plates, and collection tube caps was carried out per supplier recommendation (Tecan). A 10-minute wash with 70% ethanol sourced from an autoclaved glass reservoir was pushed through the platform to the collection reservoirs via the syringe pump. Following 70% ethanol, a drying cycle of sterile air sourced through a 0.22 $$\upmu \hbox {m}$$ filter (Millipore) was applied for 10 minutes. Ten subsequent cycles of deionized, nucleus-free water and drying were carried out under the same parameters. The microfluidic chip and media reservoirs were autoclaved at $$121^{\circ }\hbox {C}$$ for 45 min and dried for 15 min immediately prior to use. All components were transferred via sealed autoclavable bags to a biosafety cabinet in tissue culture for organoid and media loading. Pre-prepared, supplemented media was transferred to each media reservoir and capped (VapLock) and then stored in refrigeration for the duration of the experiment.

#### hESC line maintenance

The human embryonic stem cell line H9 (WiCell, authenticated at source) was grown on recombinant human vitronectin (Thermo) coated cell culture dishes in StemFlex Medium (Gibco). Subculturing was performed by incubating plates with 0.5 mM EDTA for 5 min and then resuspended in culture medium to be transferred to new coated plates.

#### Cerebral organoid differentiation and protocol

To generate cerebral organoids, adherent cultures were dissociated into single cells using Accutase Cell Dissociation Reagent (Gibco) and then aggregated in AggreWell 800 24-well plates (STEMCELL Technologies) at a density of 3,000,000 cells per well with 2mL of AggreWell Medium (STEMCELL Technologies) supplemented with Rho Kinase Inhibitor (Y-27632, 10 $$\upmu \hbox {M}$$, Tocris, 1254) (day 0). The following day (day 1), 1mL of the AggreWell medium was manually replaced with supplemented medium containing WNT inhibitor (IWR1-$$\varepsilon$$, 3 $$\upmu \hbox {M}$$, Cayman Chemical, 13659, days 1-10) and Nodal/Activin inhibitor (SB431542, Tocris, 1614, 5 $$\upmu \hbox {M}$$, days 1-10). On day 2, aggregates were transferred onto a 37 $$\upmu \hbox {m}$$ filter (STEMCELL Technologies) by carefully aspirating with a p1000 wide-bore pipette out of the AggreWell plate. The organoids were transferred into ultra-low adhesion 6-well plates (Corning) by inversion and rinsing of the filters with fresh AggreWell medium. Media was changed on days 3, 4, 5, 6, 8, and 10 by manually replacing 2 mL of conditioned media with fresh media. On day 11 and onward, the medium was changed to Neuronal Differentiation Medium containing Eagle Medium: Nutrient Mixture F-12 with GlutaMAX supplement (DMEM/F12, Thermo Fisher Scientific, 10565018), 1X N-2 Supplement (Thermo Fisher Scientific, 17502048), 1X Chemically Defined Lipid Concentrate (Thermo Fisher Scientific, 11905031) and 100 U/mL Penicillin/Streptomycin supplemented with 0.1% recombinant human Fibroblast Growth Factor b (Alamone F-170) and 0.1% recombinant human Epidermal Growth Factor (R &D systems 236-EG).

Control-group “Suspension” organoids remained suspended in 6-well plates and were maintained with 2 mL media changes every other day for the remainder of the culture. Experimental-group “Automated” organoids were loaded onto the microfluidic chip and experienced media changes of 70 $$\upmu \hbox {L}$$ once every hour for the remainder of the culture.

#### Microfluidic chip loading

On day 12 of cerebral organoid differentiation, the microfluidic chip was prepared by pipetting 50 $$\upmu \hbox {L}$$ of chilled (approximately $$0\,^{\circ }\hbox {C}$$) Matrigel hESC Qualif Matrix (BD 354277) into each well. Immediately following Matrigel, single cerebral organoids were transferred via p1000 wide-bore pipette with 70 $$\upmu \hbox {L}$$ of native conditioned media to each well and positioned to center-well for imaging. The chip was covered with a 24-well plate lid and incubated at $$37^{\circ }\hbox {C}$$ for 15 minutes to set the Matrigel. Each well was filled with an additional 70 $$\upmu \hbox {L}$$ of fresh media and connected to fluidic interface plates (Fig. 4F) routed into the incubator through a rear access port. The fluidic interface plates were pressure fitted into the microfluidic chip by hand, and the chip was positioned on the imaging platform (if applicable).

### Analysis

#### Sequencing library preparation

Smart-seq2 protocol^36^ was used to generate full-length cDNA sequencing libraries from whole organoid mRNA. Briefly, whole organoids were lysed using lysis buffer to render cell lysate containing polyadenylated mRNAs that were reverse transcribed with Superscript III (ThermoFisher Scientific) using an oligoDT primer (/5Me-isodC/AAGCAGTGGTATCAACGCAGA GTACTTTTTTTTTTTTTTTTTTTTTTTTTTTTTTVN) and template switching was performed with a template switch oligo (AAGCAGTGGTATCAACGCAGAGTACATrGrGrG). The oligoDT primer and template switch oligo sequences served as primer sites for downstream cDNA amplification (AAGCAGTGGTATCAACGCAGAGT). cDNA was quantified using a Qubit 3.0 DNA high sensitivity fluorometric assay, and quality was assessed using a bioanalyzer DNA high sensitivity kit (Agilent). Nextera HT transposase (Illumina) was used to convert 1 ng of cDNA into barcoded sequencing libraries.

#### Transcriptome analysis

Paired-end reads were sequenced at 75 × 75 bp on an Illumina NextSeq 550, and further depth was sequenced at 50x50 bp on an Illumina NovaSeq 6000 to an average read depth of 65 million paired reads per sample. Samples were demultiplexed using Illumina i5 and i7 barcodes, and higher depth samples were sub-sampled to 100M using SAMtools^37^. Trimmed reads were combined and aligned to the human genome (hg38 UCSC assembly) with STAR alignment^38^ (Gencode v37) using the toil-rnaseq pipeline^39^. STAR parameters came from ENCODE’s DCC pipeline^40^. Differential gene expression was performed using the DESeq2^41^ package in RStudio. Gene set enrichment analysis was performed using g:Profiler^42^.

#### Immunostaining

Cerebral organoids were collected, fixed in 4% paraformaldehyde (ThermoFisher Scientific #28908), washed with 1X PBS and submerged in a 30% sucrose (Millipore Sigma #S8501) in PBS solution until saturated. Samples were embedded in cryomolds (Sakura - Tissue-Tek Cryomold) containing tissue freezing medium (General Data, TFM-C), frozen and stored at − $$80\,^{\circ }\hbox {C}$$. Organoids were sectioned with a cryostat (Leica Biosystems #CM3050) at 18 $$\upmu \hbox {M}$$ onto glass slides. Organoids sections were washed three times for 10 min in 1X PBS prior to a two-hour incubation in 10% BSA in PBS blocking solution (ThermoFisher Scientific #BP1605-100). The sections were then incubated in primary antibodies diluted in blocking solution overnight at $$4^{\circ }\hbox {C}$$. The next day, sections were washed three times with 1X PBS for 30 min. They were then incubated in a solution of secondary antibodies diluted in a blocking solution at room temperature for 2 h. The sections were washed an additional three times in 1X PBS for 30 min.

Primary antibodies used were: rabbit anti SOX2 (ab97959, 1:250 dilution), chicken anti Nestin (ab134017, 1:250 dilution), and DAPI (Sigma D9542-10mg). Secondary antibodies used were: goat anti-rabbit Alexa Fluor 594 (ab150080, 1:250 dilution) and goat anti-chicken Alexa Fluor 488 (ab150169, 1:250 dilution). Imaging was done using the Zeiss Axioimager Z2 Widefield Microscope at the UC Santa Cruz Institute for the Biology of Stem Cells (RRID:SCR_021135) and the Zen Pro software. Images were processed using ImageJ.

#### Computational fluid dynamics

The fluid dynamics of filling and draining the wells were predicted using a commercial Computational Fluid Dynamics software COMSOL®Multiphysics 5.5 (Stockholm, Sweden). Figure 5B shows the first 2 s of the filling cycle ($$70\, {\upmu }\hbox {L}$$ of media delivered with an average velocity of $$9.85 \times 10^4\,\hbox {m/s}$$). The well is $$5\,\hbox {mm}$$ deep and has a diameter of $$5.6\,\hbox {mm}$$. In this simulation, the media properties were $$997\,\hbox {kg/m}^3$$ density and $$6.92 \times 10^3\,\hbox {kg/ms}$$ viscosity. The simulation predicts the phase boundary (between liquid and air) as a free surface^43^. The solution domain consists of a rigid wall (the well) with “non-slip” boundary conditions and the top surface (the air-media interface) open to the incubator with “slip” boundary conditions. The organoid was simulated as a phantom sphere geometry with a $$1.8\,\hbox {mm}$$ diameter. Atmospheric conditions were set to a pressure of $$1\,\hbox {atm}$$, a temperature of $$37\,^{\circ }\hbox {C}$$, and a gas composition of $$5\%$$ carbon dioxide, $$17\%$$ oxygen, and $$78\%$$ nitrogen. We visualized the velocity field on the central vertical cross-section of the well using stream arrow lines. The simulation used a total of 519,830 tetrahedral elements.

## Supplementary Information

Supplementary Information.

## Data Availability

Polyadenylated RNA sequencing data have been deposited in GSE207894. Additional differential expression data that sourced Fig. 7A is available in Supplementary Tables 1–4.

How the deposited data were processed for this re-analysis (not part of the article)

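RNA sequencing of whole cerebral cortex organoids was re-analysed from the authors' deposited tables. The samples were 7 Automated organoids with 1 library each and 4 Suspension organoids with 10 libraries between them, all lysed on day 18. The Automated organoids were moved to the chip on day 12, whereas the Suspension organoids remained in suspension in plates. The authors prepared the libraries with Smart-seq2, trimmed the reads with cutadapt 1.9, combined the sequencing runs of each library, aligned them to hg38 with STAR 2.7.9a and counted with RSEM 1.2.25. Each deposited table holds, per gene, the authors' expected count, which is an estimated number of fragments before normalization, and the authors' TPM, which is scaled for gene length and library size. The tables were checked for whole-library totals, for TPM that sum to the same total, and for the same 60651 gene identifiers in the same order.

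The 44 second copies of pseudoautosomal genes were added to the first copy, which left 60607 genes. Symbols, gene types and coordinates came from the Gencode 44 annotation by identifier without its version, and 99.7% of genes had a symbol. The expected counts of the libraries of one Suspension organoid were summed and rounded, so that n = 7 and n = 4. The total expected count per library was 609023 to 1621847 in Automated and 740823 to 2769643 in Suspension, with medians of 895941 and 1720330. Smart-seq2 has no molecular identifiers, so reads are not independent molecules. On simulated data with the sizes of these organoids, edgeR called 8.60% of 93 genes changed 2-fold with the true sign. It called 83.5% of 79 genes changed 4-fold with the true sign, and 3.90% of its 77 calls were false. The simulation changed 200 genes, far fewer than were called in the data, so these rates may not carry over.

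The test was edgeR 4.0.16 (R 4.3.3) with filterByExpr, TMM factors, the quasi-likelihood fit and F test, and Benjamini-Hochberg adjustment over the 20599 genes tested, with a threshold of 0.05. Log2 values of single organoids are log2 CPM with a prior count of 2. Exact two-sided permutation tests over the 330 ways to pick 7 of 11 organoids were run for single measures, whose smallest p is 0.00303. The correlations of list means with the background share were tested over all orders of the 7 Automated organoids, with adjustment over 27 lists. Both come from the same counts, so a negative r is partly built in for expressed genes. The share also fell nearly in order of rising total expected count over these organoids, so these correlations cannot separate background from depth. Among lists that did not pass camera, Pearson's r was −0.919 for p53 response, −0.886 for NRF2 response, −0.874 for neural progenitors and −0.850 for forebrain identity. It was −0.321 for pluripotency, 0.356 for non-neural epithelium and 0.688 for endoderm and liver. The 27 gene lists were core glycolysis, hypoxia response, unfolded protein response, ER to Golgi transport, nuclear oxidative phosphorylation, mitochondrially encoded mRNAs, cholesterol synthesis, amino acid synthesis and transport, NRF2 response, p53 response and senescence, heat shock and immediate early genes, cell cycle, ribosomal proteins, neural progenitors, forebrain identity, intermediate progenitors and neurons, neural crest and peripheral glia or neurons, mesenchyme and matrix, non-neural epithelium, endoderm and liver, pluripotency, endothelium and blood, choroid plexus and roof plate, silent gene families, and the genes of the paper's Supplementary Tables 2 to 4. They were tested with camera (limma 3.58.1, preset correlation 0.01, and again with an estimated correlation), with fry, and against 10000 random lists drawn from the 100 genes nearest in mean expression.

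The genes named with values are those the paper names for RNA sequencing, the core glycolysis enzymes, the 10 genes of smallest p in each direction whose groups do not overlap, and up to 4 genes of smallest p in each list. This rule, the lists and the alternatives were written before the data were examined, but the fold changes and p in the paper's supplementary tables had been read by then. The part of Supplementary Table 1 that was at hand held 1999 of its 23728 genes. The enrichment by g:Profiler was not repeated, because its term database was not at hand.

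The background share of a library is the count per base of the silent gene families (olfactory receptors, bitter taste receptors, hair keratin-associated proteins, beta-defensins and vomeronasal receptors), multiplied by the effective length of each gene and summed. The alternatives were DESeq2 1.42.0, other scaling factors, other filters on low counts, libraries as replicates, limma-voom with the organoid as a block, 1 library per Suspension organoid, Suspension libraries of 2 runs only, thinning to equal totals, limma on log2 TPM with pseudocounts of 1 and 0.1, and each organoid left out in turn. Those added after the data were seen were subtraction of the estimated background, the share of counts in silent gene families as a covariate, Automated C2 and C3 left out together, and random lists matched on length as well as expression. The setting with Suspension libraries of 2 runs only keeps libraries A1b, A1c and B2a, so Suspension A2 and B1 drop out. Its lower numbers of calls therefore also come with fewer organoids. Of the possible splits of the organoids into 7 and 4, 100 were drawn for refitting.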

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

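The tests of a loss of mRNA with the background share, of dilution for both ER lists, and of depth for the genes higher were chosen after the result was seen, as was the matching of random lists on length.

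Each of the 17 core glycolysis enzymes was lower in Automated organoids. Against dilution alone by reads from outside mature mRNA, the list's median lay at percentile 0 of random lists of like mean expression. This was not particular to glycolysis, since 13 of the 27 lists lay below the 5th percentile. The random genes were drawn without the co-expression of a real list, so the percentile cannot exclude a shared effect of the library. Thinning to equal totals kept 0.972 of the median. Thinning leaves the expected proportions of abundant genes as they are, so it cannot decide whether depth plays a part. Against a single Suspension organoid, at least 0.852 of the KEGG genes lower were kept without any 1 Suspension organoid. A loss of mature mRNA that grows with the background share cannot be told apart from the culture condition, because that share does not overlap between the groups: with it as a covariate, the difference of the list mean went from −2.95 to −0.94 (SE 0.346), so that 0.319 of it was kept, less than 2 SE from 0.5. Among 100 splits of the organoids into 7 and 4, the real one alone (1 of 100) gave as large a result for the KEGG genes lower (27, highest other 10), the GO glycolytic genes lower (30, highest other 16) and the size of the core median (2.76, highest other 2.75). Chance is therefore unlikely for the KEGG and GO numbers. For the core median the highest other was close, and only 100 of the 330 possible splits were drawn, so an undrawn split may exceed it. Nearly all other splits called 0 genes in all. The KEGG and GO numbers thus depend on the overall group difference and are no separate tests of glycolysis. The culture condition stays among the open explanations and was not tested apart from the background share. It differs in matrix, vessel and shaking as well as in feeding, and these cannot be separated here.

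Of 30 genes of ER to Golgi transport, 19 were lower in Automated organoids (12 without Suspension A2 or B2), and of 58 genes of apoptosis in response to ER stress, 20 were lower (8 without Suspension A2 or B2), 2 were higher and 36 did not pass. For ER to Golgi transport, the median lay at percentile 0.01 of random lists matched on mean expression and length, against dilution alone. These random lists too were drawn without co-expression, so a shared effect of the library is not excluded. A loss of mature mRNA that grows with the background share cannot be told apart from the culture condition for this list either. The share does not overlap between the groups. With it as a covariate, the difference of the list mean went from −1.48 to 0.22 (SE 0.269), so that −0.152 of it was kept. Such a loss stays open. For the genes of apoptosis in ER stress, the median lay at percentile 41.0 of such random lists, as dilution predicts. Chance is unlikely for the number lower (20, highest other split 16, the real one being 1 of 100). That number depends on how many genes are called in all, so it is no separate test of the list. A biological difference between the culture conditions, which differ in matrix, vessel and shaking as well as feeding, stays open for both lists and was not tested.

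A total of 3964 genes were higher in Automated organoids, and 37.8% of them were long non-coding RNAs. Reads from outside mature mRNA may account for some of them. A mean Automated count at or below 2 times the estimated background was found for 63.1%. It was found for 53.5% of the genes not called and 23.7% of those lower. At or below the background itself were 17.3% of the genes higher, 16.5% of those not called and 5.26% of those lower. At that cut, the genes higher hardly differed from those not called. After thinning to equal totals, 3106 genes were higher, 0.784 of the number, so the number did not rest on unequal totals alone. Thinning leaves expected proportions as they are, and Suspension organoids still pool several libraries. It therefore cannot decide whether depth plays a part. Of the 3964 genes, 2469 were still called higher, and the other calls were of different genes. Chance is unlikely for the genes higher (highest other split 2964), the genes lower (4488, highest other 2795) and both together (8452, highest other 5349), the real split being 1 of 100 for each. A biological difference between the culture conditions, in matrix, vessel, shaking or feeding, stays open for these genes and was not tested.

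A sample lay far from the others of its group in 8 of 98 groups of values, where chance gives about 1 in 20. In Suspension B1, the mean of the mitochondrially encoded mRNAs was 9.95 (log2 CPM, nearest other 10.1). ALDOA in Suspension B1 was at 10.4 (log2 CPM, nearest other 10.9). The total expected count of Automated B2 was 1621818 (nearest other 969615). The 50 most abundant genes took 19.1% of the counts of Automated B2 (nearest other 12.3%). Genes of cholesterol synthesis had a mean of 5.90 (log2 CPM) in Automated B2 (nearest other 5.07), and genes of endothelium and blood had a mean of 3.79 (nearest other 4.36). PAX6 was at 6.85 (log2 CPM) in Automated C3 (nearest other 6.41), and NES was at 7.65 in Automated B2 (nearest other 6.55).

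Among lists for which the paper reports no expression values, though its Discussion mentions hypoxia, the median log2 fold change was −1.74 for the hypoxia response, −1.82 for neural crest and peripheral glia or neurons, and 1.21 for the silent gene families.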

How the results depend on the processing

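The settings with background subtraction, with the silent-family share as a covariate, without Automated C2 and C3, and with random lists matched on length were chosen after the data were seen. No paired analysis was made, because neither the labels nor the paper pairs the organoids that share a name (A2 and B2). Of 3433 values of the 135 named genes under the alternatives set in advance, 2970 kept their direction and their side of the threshold, 403 no longer passed, 59 newly passed and 1 changed sign. Of 389 under the added settings, these numbers were 234, 135, 1 and 19. Of 754 values of the 26 other lists, they were 659, 52, 17 and 26, of 104 under the added settings 73, 15, 6 and 10, and of 90 library measures 77, 6, 3 and 4. The median of core glycolysis was −3.21 to −2.18 under every alternative set in advance. Depth limits which genes can be called: after thinning, 16596 genes were tested and 3028 were lower and 3106 higher. EOMES and HES5 could not be tested with at least 10 counts in every organoid, after thinning or with background subtracted, nor EOMES without Automated B2, so fewer than 8 markers were tested there. Where a value below moved, the cause was not tested.

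Numbers are given in the order lower, higher, KEGG lower, GO glycolytic lower, ER stress apoptosis lower and neural markers, and those not given stayed within 1.5 times. With DESeq2 on 17 libraries, 8284 genes were higher. Total counts alone gave 1943 lower, 9542 higher and 5 of ER stress, and upper-quartile factors gave 2826, 7308 and 9. With no filter, 1367 genes were higher and 3 markers passed, and with at least 10 counts in every organoid 2666 were lower and 11 of ER stress. With 1 library per Suspension organoid there were 2941 lower, 1805 higher and 10 of ER stress, and with Suspension libraries of 2 runs only 1778, 286 and 5, with 1 marker. The latter setting keeps only Suspension A1 and B2, so fewer organoids were compared. Thinning left 10 of ER stress. The limma fits gave 821 lower and 2138 higher on log2(TPM + 1), 783 and 2295 on log2(TPM + 0.1), and 676 and 1559 with no filter, with 13 KEGG, 14 GO glycolytic, 0 ER stress genes and 3 markers in each. At unadjusted p under 0.05, those fits gave 7, 5 and 5 ER stress genes lower. Background subtraction gave 683, 761, 14, 17, 1 and 3. The covariate gave 91, 150, 3, 4, 0 and 0 (edgeR, with 4 ER stress genes lower, 1 marker lower and 1 higher at unadjusted p under 0.05). Without Automated C2 and C3, 2314 genes were higher, 10 of ER stress were lower and 3 markers passed. Without 1 organoid, the ranges were 2773 (Suspension A2) to 5797 (Automated B2) lower, 1110 (Suspension A2) to 5942 (Automated B2) higher, 23 to 28, 25 to 38, 8 (Suspension A2 or B2) to 29 (Automated B2), and 2 (Suspension B2) to 6.

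With an estimated correlation, core glycolysis (median −2.76) had an adjusted p = 0.175, and 2 of the other 26 lists passed. With fry, core glycolysis had an adjusted p = 4.08e-04, and 19 of the other 26 lists passed. The pluripotency median turned positive with DESeq2 (0.11), DESeq2 on 17 libraries (0.33), no filter (0.035), log2(TPM + 1) (0.29, and 0.29 with no filter) and log2(TPM + 0.1) (0.57), and was −1.13 (Automated B2) to 0.20 (Suspension A2) without 1 organoid. Total counts alone turned mitochondrially encoded mRNAs (0.16), amino acid synthesis (0.020), p53 response (0.35), neural progenitors (0.40), ER stress apoptosis (0.097) and NES (0.15). Upper-quartile factors turned p53 response (0.083) and neural progenitors (0.13). On log2(TPM + 1), p53 response was 0.15, neural progenitors 0.063 and GO glycolytic process 0.016, and with no filter these were 0.15, 0.063 and 0.024. On log2(TPM + 0.1), p53 response was 0.15 and neural progenitors 0.050. Background subtraction turned mitochondrially encoded mRNAs (0.32) and p53 response (0.15). Mitochondrially encoded mRNAs lay at percentile 99.4 of random lists, and 100.0 with length matched, against their negative median.

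The covariate turned the unfolded protein response (0.44), ER to Golgi transport (0.10), oxidative phosphorylation (0.12), amino acid synthesis (0.61), p53 response (0.66), heat shock (0.48) and ER stress apoptosis (0.17). It also turned GORASP2 (1.00), YIPF1 (0.042), HOPX (−0.19), NES (0.81), GAPDH (0.26), PKM (0.53), LDHB (0.025), PDIA6 (0.15), CALR (0.068), HSPA5 (0.32), PYCR1 (0.41), PYCR2 (0.068), ZMAT3 (0.028), SESN1 (0.040), HSPE1 (0.76), DLX2 (0.075), CDH1 (−0.94), TP63 (−1.25) and APOB (−0.52).

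The difference in genes with at least 1 count was 5166 after thinning and 2863 over 17 libraries, and for at least 10 counts 4790.5 and 1124, each against a lower number in Automated organoids otherwise. The difference of variance between organoids was 0.195 after thinning (exact permutation p = 0.194) and 0.285 (Automated B2) to 0.465 (Automated B3) without 1 organoid. It sets sums of 2 or 3 libraries in Suspension against 1 library in Automated organoids. The number of library measures that differed was 3 (Suspension B2) to 7 without 1 organoid.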

Differences from the paper's values

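HK1 was 3.91-fold lower in Automated organoids here and 2.8-fold lower in the paper. Of the 26 alternatives set before the data were examined, 11 had a log2 fold change within its own standard error of the paper's value, for which the text of the paper states no error: total counts alone, upper-quartile factors, 1 library per Suspension organoid, thinning, and leaving out Suspension A2 or B2 or Automated A3, B3, B5, C2 or C3. The other 15 did not.

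In the paper's supplementary tables, whose errors are standard errors, HK1 has a log2 fold change of −1.46 (0.264), against −1.97 here. It was within the larger error in 8 of 26 alternatives: total counts alone, upper-quartile factors, 1 library per Suspension organoid, thinning, and leaving out Automated B3, B5, C2 or C3. The paper's log2 fold change for HK2 is −1.52 (0.613), against −2.98 here, and of 25 alternatives only the 3 limma fits on TPM came within the error (−2.09 to −1.85). PFKM has −0.55 (0.260) in the paper and −1.44 here, and of 26 alternatives only total counts alone (−0.81) came within the error. PFKP has −0.95 (0.349) in the paper and −1.41 here, and 10 of 25 alternatives came within the error: total counts alone, upper-quartile factors, limma-voom, 1 library per Suspension organoid, Suspension libraries of 2 runs only, thinning, the 3 limma fits on TPM, and leaving out Automated C2. ENO2 has −1.65 (0.257) in the paper and −2.28 here, and of 26 alternatives only total counts alone (−1.67) and upper-quartile factors (−1.92) came within the error. LDHA has −4.06 (0.321) in the paper and −4.57 here, and 16 of 26 alternatives came within the error: total counts alone, upper-quartile factors, at least 10 counts in every organoid, 1 library per Suspension organoid, thinning, the 3 limma fits on TPM, and leaving out Suspension A2 or B2 or any Automated organoid other than B2. For each of these genes, the remaining alternatives did not.

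The paper states an average read depth of 65 M paired reads per sample, and the mean total expected count of the 17 libraries is 1.44 M (SD 0.696). Reads and expected counts are not the same quantity, and no alternative applies to this total.

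The legend of Fig. 7 gives the markers shown as significant with HOPX and NES as exceptions. Here NES also did not pass, and SOX2, EOMES, NEUROD1, RELN, ALDOA, ENO1, HK1, PGK1, ARCN1 and YIPF1 passed. HES5 did not pass (adjusted p = 0.0589), and did by an exact permutation test adjusted over the 8 neural markers (0.0346), with DESeq2 per organoid (0.0276), DESeq2 on 17 libraries (0.0171), no filter on low counts (0.0187), edgeR on 17 libraries (0.0281), limma-voom (0.0363), and without Automated B2 (0.0248) or B5 (0.0359). PAX6 did not pass (adjusted p = 0.124), and did by that permutation test (0.0242), with DESeq2 on 17 libraries (0.0136), total counts alone (0.00358), upper-quartile factors (0.0142), edgeR on 17 libraries (0.0184), limma-voom (0.0148), thinning (0.0469) and the 3 limma fits on TPM (0.0426 to 0.0491). It also passed with the estimated background subtracted (0.0393), a setting chosen after the values were seen, which drops 4 of the genes that the legend calls and that passed here: SOX2, ARCN1 and YIPF1 no longer passed and EOMES could not be tested. GORASP2 did not pass (adjusted p = 0.0519), and did with DESeq2 per organoid (0.0477), DESeq2 on 17 libraries (0.00742), no filter on low counts (0.00426), edgeR on 17 libraries (0.0127), limma-voom (0.0040), and without Suspension B1 (0.0445) or Automated B2 (0.00204). HOPX passed here (adjusted p = 0.0285), and did not with DESeq2 per organoid (0.0542), no filter on low counts (0.122), Suspension libraries of 2 runs only (0.301), the 3 limma fits on TPM (0.113 to 0.135), or without Suspension A1 (0.0895), A2 (0.124) or B2 (0.0934) or Automated A2 (0.0616).

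The paper ranks canonical glycolysis first among the pathways that differ. Among the 27 lists here, which are not the terms that the paper searched, core glycolysis had the lowest median and ranked 5 by the p of camera. Its median was not the lowest with limma on TPM (ribosomal proteins lower), with the estimated background subtracted (neural crest −2.51, core glycolysis −2.43) or with the silent-family share as a covariate (neural crest −1.58, hypoxia response −1.33, core glycolysis −0.89), the last 2 chosen after the values were seen.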

Other observations

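The tests with background subtraction and with the silent-family share as a covariate were chosen after the data were seen.

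Beyond the genes the paper discusses, genes of proliferation and of the ribosome were lower in Automated organoids. TOP2A, the topoisomerase of dividing cells, fell from 186 ± 34.5 CPM (SD, n = 4) to 25.9 ± 15.8 CPM (SD, n = 7), a log2 fold change of −2.82 (SE 0.355, adjusted p = 8.75e-05), and KIF20A, a kinesin of cytokinesis, fell by 3.24 on the log2 scale (adjusted p = 1.12e-04). Each of the 28 cell cycle genes was lower, also when adjusted over the list alone, with a median of −2.06 (camera, adjusted p = 2.63e-14, but adjusted p = 0.156 with an estimated correlation). Each of the 70 ribosomal protein genes was lower, also when adjusted over the list alone, with a median of −2.33 (camera, adjusted p = 1.38e-25, but adjusted p = 0.236 with an estimated correlation). With at least 10 counts in every organoid, 9 cell cycle genes and 50 ribosomal protein genes were lower. With limma on TPM, these numbers were 9 to 12 and 37 to 56. RPS14 fell by 2.26 and RPL34 by 2.42 on the log2 scale. With the silent-family share as a covariate (edgeR), 1 cell cycle gene and 0 ribosomal protein genes were lower, against 12 and 5 at unadjusted p under 0.05, and the medians were −0.81 and −0.45; no other tool was run with that covariate.

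Among other cell types, genes of mesenchyme and matrix were lower: of 23 measured, 14 were lower and 2, COL6A3 and DCN, were higher (15 and 4 when adjusted over the list alone). BGN, the matrix proteoglycan biglycan, fell by 3.36 on the log2 scale (adjusted p = 1.15e-05). The median was −1.34 (camera, adjusted p = 2.17e-05, but adjusted p = 0.145 with an estimated correlation). Under the alternatives set in advance, that median was −1.54 to −0.125. Of 10 genes of pluripotency, 6 were lower, among them LIN28A, an RNA-binding protein of early progenitors (−3.38, adjusted p = 1.14e-05), and NANOG was higher (6 and 1 when adjusted over the list alone). The median was −0.90 (camera, adjusted p = 0.0599), and turned positive without Suspension A1 (0.066), A2 (0.20) or B1 (0.16) or Automated B3 (0.15), while it passed without Automated B2 (−1.13, adjusted p = 0.0405). Of 11 genes of endothelium and blood, ESAM, KDR, PECAM1, PTPRC and VWF were higher (7 when adjusted over the list alone), with a median of 1.02 (camera, adjusted p = 8.67e-04, but adjusted p = 0.113 with an estimated correlation); KDR, a receptor of vascular endothelial growth factor, was at 17.7 ± 5.65 CPM (SD, n = 7) and 4.51 ± 2.17 CPM (SD, n = 4). The number higher was 2 without Suspension A2 or B2 and 8 without Automated B2. The call of PECAM1 ended without Suspension A1 (adjusted p = 0.0731), A2 (0.0848) or B2 (0.0949) or Automated A3 (0.0517), and that of PTPRC without Suspension A1 (0.0886), A2 (0.112) or B2 (0.0957) or Automated C3 (0.0632). Of 13 genes of choroid plexus and roof plate, CLIC6, LMX1A, MSX1, MSX2 and RSPO3 were higher (5 when adjusted over the list alone), with a median of 0.67 (camera, adjusted p = 0.0494, but adjusted p = 0.292 with an estimated correlation). The camera call of that list ended without Suspension A2 (adjusted p = 0.0660), B1 (0.103) or B2 (0.0670) or Automated A3 (0.137), B2 (0.0754), B3 (0.0642) or B5 (0.0852), and the list also did not pass with DESeq2 size factors in edgeR, total counts alone, upper-quartile factors, no filter, at least 10 counts in every organoid, or Suspension libraries of 2 runs only (adjusted p = 0.0525 to 0.242). The call of MSX1 ended without Suspension A1 (0.0619), A2 (0.0622) or B2 (0.0746), that of RSPO3 without Suspension A2 (0.0738) or B2 (0.0744), and that of LMX1A without Suspension A2 (0.135), B1 (0.0837) or B2 (0.125) or Automated A3 (0.0783), B3 (0.0654) or B5 (0.0612). The number higher was 1 without Suspension A2 or B2 and 3 without Suspension A1 or B1 or Automated A3, B3 or B5. Of 8 genes of endoderm and liver, APOB, FOXA2 and SERPINA1 were higher and CXCR4, which neural cells also express, was lower (3 and 1 when adjusted over the list alone; median 0.90, camera, adjusted p = 0.0929). The call of APOB ended without any 1 Suspension organoid or without Automated A2, B3, B5, C2 or C3 (adjusted p = 0.0551 to 0.127), and that of FOXA2 without any 1 Suspension organoid or without Automated A3, B3, B5, C2 or C3 (0.0535 to 0.170). Of 13 genes of non-neural epithelium, KRT19 was lower and CLDN4 was higher (neither passed in edgeR when adjusted over the list alone, against 1 lower and 2 higher at unadjusted p under 0.05; median 0.44, camera, adjusted p = 0.394). The call of KRT19 ended without Suspension A1 (adjusted p = 0.0988) or A2 (0.0780), and that of CLDN4 without Suspension A1, A2 or B2 or Automated A3, B3, B5, C2 or C3 (adjusted p = 0.0634 to 0.156). After background subtraction (edgeR), 1 of 6 genes of endothelium and blood, 0 of 5 of choroid plexus and roof plate and 1 of 2 of endoderm and liver were higher (4, 4 and 1 at unadjusted p under 0.05). Over the fewer genes that could be tested, the medians were 1.75, 2.04 and 0.057. Only genes that kept enough counts after subtraction were tested, so these medians come from selected genes. In the same fit, the silent gene families, from which the background was estimated, had a median of 2.34 over 21 genes. The medians therefore cannot show whether these lists stay higher once background is removed. In the same fit, 8 of 21 of mesenchyme and 1 of 6 of pluripotency were lower. With the covariate (edgeR), 0 of 11, 5 of 13 and 0 of 8 of those lists were higher (2, 6 and 1 at unadjusted p under 0.05), and 4 of 23 and 1 of 10 were lower. In these lists, COL6A3, DCN, NANOG, ESAM and MSX2 were named after their values were seen.

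Of 130 measured genes of the silent families, 77 were higher and none was lower in edgeR per organoid with the filter on low counts, also at unadjusted p under 0.05, or in DESeq2 per organoid, while limma gave 1 lower on log2(TPM + 0.1) and 2 on log2(TPM + 1) with no filter (86 higher when adjusted over the list alone), with a median of 1.21 (camera, adjusted p = 2.77e-14, but adjusted p = 0.227 with an estimated correlation). The number higher was 33 without Suspension A2, 30 without Suspension B2, 31 with 1 library per Suspension organoid and 7 with Suspension libraries of 2 runs only. OR10Z1, an olfactory receptor gene, had a log2 fold change of 1.83 (adjusted p = 0.00189). With genes ranked by mean expression in 10 groups of like size, the median log2 fold change went from 1.07 in the lowest group to −0.95 in the highest. After subtraction of the estimated background, 13 of 17 core glycolysis enzymes, 12 of 24 hypoxia genes and 11 of 20 neural crest genes were lower, with medians of −2.43, −1.86 and −2.51, and the camera p with an estimated correlation was 0.284, 0.0537 and 0.0952 after adjustment. With the silent-family share as a covariate, 8 of 26 hypoxia genes and 4 of 21 neural crest genes were lower, with medians of −1.33 and −1.58 (adjusted p = 0.00139 and 0.00326 with an estimated correlation). In the same fit, 9 of 18 genes of the NRF2 response were higher, with a median of 1.84 (adjusted p = 0.0286 with an estimated correlation).

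Of 27 lists, those other than core glycolysis passed camera in 19 cases. Among 100 splits of the organoids, 4 gave as many, the real one included, and the highest other gave more (20). Chance is therefore not taken as excluded for that number. The split with 20 lists called 0 genes, and another that called 0 genes gave 19 lists. Camera with the preset correlation can thus pass many lists without any gene called. Chance is unlikely for the 5 neural markers past the threshold, since the real split was 1 of 100 with as many (highest other 3). That number too depends on how many genes are called in all, so it is no separate test of the markers.

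Over the organoids, 19184 ± 1068 genes (SD, n = 7) had at least 10 counts in Automated and 25763 ± 2861 (SD, n = 4) in Suspension (exact permutation test, adjusted p = 0.00707 over 7 measures). Over single libraries, Suspension had 18061 ± 2873 (SD, n = 10), and the difference from Automated was 1124 (permutation test, adjusted p = 0.358). After thinning to equal totals, Automated organoids had 4790.5 more such genes. The 50 most abundant genes took 11.7% ± 3.61 (SD, n = 7) of the counts in Automated and 18.4% ± 2.11 (SD, n = 4) in Suspension organoids (exact permutation test, adjusted p = 0.0339), and adjusted p was 0.0583 without Suspension B2 and 0.0533 without Automated A2 or C2. The mean variance of log2 CPM between organoids was 0.598 in Automated and 0.208 in Suspension (exact permutation test, p = 0.0364), and p was 0.1 without Suspension A1 or B2, 0.0917 without Suspension A2, 0.05 without Suspension B1, 0.0571 without Automated A2 or C2 and 0.0714 without Automated A3. After thinning, the difference of 0.389 became 0.195 (exact permutation p = 0.194). Each Suspension value sums 2 or 3 libraries, while each Automated value is 1 library, so noise between libraries is averaged down in Suspension only. Thinning does not correct this, so the difference cannot be read as a wider spread of the Automated organoids themselves. Mitochondrially encoded mRNAs took 1.65% and 2.01% of the counts (adjusted p = 0.215, exact permutation test), and the mean fragment length was 203 and 186 bases (adjusted p = 0.106); without Automated C3, these had adjusted p = 0.0381 and 0.0333. Libraries of the same Suspension organoid had a mean Spearman's rho across genes of 0.845 over 8 pairs, against 0.825 over 37 pairs from different organoids, and without Suspension B1 the difference was −0.00424. Genes are not independent replicates, and the pairs share libraries, so this difference was not tested.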
